# Diversity In Cortical Thymic Epithelial Cells Occurs Through Loss Of A Foxn1-Dependent Gene Signature Driven By Stage-Specific Thymocyte Crosstalk^1^

**DOI:** 10.4049/jimmunol.2200609

**Published:** 2022-11-14

**Authors:** Andrea J. White, Sonia M. Parnell, Adam Handel, Stefano Maio, Andrea Bacon, Emilie J. Cosway, Beth Lucas, Kieran D. James, Jennifer E. Cowan, William E. Jenkinson, Georg A. Hollander, Graham Anderson

## Abstract

In the thymus, cortical and medullary thymic epithelial cells (TEC) support αβT-cell development from lymphoid progenitors. For cortical TEC (cTEC), expression of a specialised gene signature that includes *Cxcl12*, Delta-like 4 (*Dll4*) and *Psmb11* enables the cortex to support T-lineage commitment and the generation and selection of CD4^+^CD8^+^ thymocytes. While the importance of cTEC in T-cell development is well defined, mechanisms that shape the cTEC compartment and regulate its functional specialisation are unclear. Using a *Cxcl12*^DsRed^ reporter mouse model, we show that changes in *Cxcl12* expression reveal a developmentally regulated programme of cTEC heterogeneity. While cTEC are uniformly *Cxcl12*^DsRed+^ during neonatal stages, progression through postnatal life triggers the appearance of *Cxcl12*^DsRed-^ cTEC that continue to reside in the cortex alongside their *Cxcl12*^DsRed+^ counterparts. This appearance of *Cxcl12*^DsRed-^ cTEC is controlled by maturation of CD4^-^CD8^-^, but not CD4^+^CD8^+^ thymocytes, demonstrating stage-specific thymocyte crosstalk controls cTEC heterogeneity. Importantly, while fate mapping experiments show both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC share a common *Foxn1*^+^ cell origin, RNA sequencing analysis shows *Cxcl12*^DsRed-^ cTEC no longer express *Foxn1*, which results in loss of the FOXN1-dependent cTEC gene signature and may explain the reduced capacity of *Cxcl12*^DsRed-^ cTEC for thymocyte interactions. In sum, our study shows that shaping of the cTEC compartment during the life-course occurs via stage-specific thymocyte crosstalk, which drives loss of *Foxn1* expression and its key target genes which may then determine the functional competence of the thymic cortex.

## Introduction

Self-tolerant MHC restricted CD4^+^ and CD8^+^ αβT-cells are produced exclusively in the thymus, a primary lymphoid organ that guides lymphoid progenitors through multiple developmental events. Importantly, many studies have shown the key roles that thymic stromal cells play in controlling thymocyte development (1–3). In particular, thymic epithelial cells (TEC) are functionally important during multiple developmental events that occur within anatomically distinct thymic areas(4). For example, EpCAM1^+^UEA1^+^Ly51^-^ medullary thymic epithelial cells (mTEC) are key in controlling T-cell tolerance induction through the induction of both negative selection and Foxp3^+^ T-cell development (5, 6). In contrast, cortex-resident cortical TEC (cTEC), typically defined as EpCAM1^+^ UEA1^-^ Ly51^+^ cells, are critical regulators of early T-cell development. For example, upon entry to the thymus, lymphoid progenitors undergo interactions with Delta-like 4 (DLL4) expressing cTEC, which induces Notch signalling and directs progenitors towards a T-cell fate (7–9). Immature thymocytes then transit through a series of CD4^-^CD8^-^ double negative (DN) stages, including CD44^+^CD25^-^ DN1, CD44^+^CD25^+^ DN2 and CD44^-^CD25^+^ DN3, where they rearrange the *Tcrb* gene and express TCRβ protein as part of the cell surface pre-TCR complex. Importantly, selection of TCRβ-expressing DN3 cells is also controlled by cTEC products, with CXCL12 and DLL4 acting in concert with the pre-TCR to generate large cohorts of pre-selection CD4^+^CD8^+^αβTCR^low^ thymocytes (10, 11). cTEC expression of MHC/self-peptide complexes then enables the cortex to support positive selection of CD4^+^CD8^+^ thymocytes, that results in the generation of single positive (SP) CD4^+^ and CD8^+^ thymocytes. Here, the unique ability of cTEC to support positive selection is at least in part attributed to their specialised antigen processing capabilities (12). For example, unique expression of *Psmb11*, the gene encoding the thymoproteosomal subunit β5t, enables cTEC to produce MHC class I bound self-peptides that result in the effective positive selection of CD8^+^ thymocytes (13, 14). Similarly, cTEC expression of Cathepsin-L (15) and Prss16 (16) enables the generation MHC class II/self-peptide complexes that drive efficient CD4^+^ thymocyte selection. Autophagic properties of cTEC may also aid in their control of positive selection(17). Significantly, many of the genes expressed by cTEC that underpin their functional specialisation, including *Cxcl12*, *Dll4*, *Psmb11* and *Ctsl*, are known targets of FOXN1 (18, 19), a transcription factor that plays an essential role in TEC development and function (20–22). Thus, cTEC expression of FOXN1 plays an important role in controlling a key gene expression signature that enables the cortex to support multiple stages of T-cell development.

Despite this importance of cTEC for thymus function, our understanding of the mechanisms that control their development remains incomplete. To address cTEC development and heterogeneity, we examined Ly51^+^UEA1^-^ cTEC for evidence of heterogeneity using mice in which the fluorescent protein DsRed reports expression of the functionally important cTEC gene *Cxcl12* (23). We found that cTEC in adult mice can be readily subdivided into *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ subsets that both reside within the thymic cortex, with qPCR analysis confirming their differential *Cxcl12* gene expression. Interestingly, examination of cTEC heterogeneity across the life-course revealed a developmentally regulated programme where cTEC were uniformly *Cxcl12*^DsRed+^ at neonatal stages, with *Cxcl12*^DsRed-^ cTEC appearing 1 week after birth and persisting into adulthood. Importantly, while fate mapping experiments show *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC both derive from FOXN1^+^ cells, RNA sequencing analysis showed these populations to be transcriptionally distinct. Unlike *Cxcl12*^DsRed+^ cTEC, *Cxcl12*^DsRed-^ cTEC lacked *Foxn1* expression, and this was accompanied by a change in the gene expression profiles of FOXN1 targets, including *Cxcl12* itself, as well as *Psmbl11*, and the Notch ligand *Dll4*. Furthermore, the emergence of *Cxcl12*^DsRed-^ cTEC was impaired in *Rag2*^-/-^ but not *Tcra*^-/-^ mice, and *Cxcl12*^DsRed-^ cTEC were impaired in their ability to form successful cellular interactions with thymocytes when compared to their *Cxcl12*^DsRed+^ counterparts. Taken together, our study identifies a developmentally regulated programme of cTEC heterogeneity, where signals arising from the maturation of immature DN3 thymocytes cause transcriptional changes in the cTEC population that result in loss of *Foxn1* expression and transcripts of its downstream targets. This then creates epithelial heterogeneity in the thymic cortex that may influence functionality within the cTEC compartment.

## Materials and Methods

### Mice

The following mice on a C57BL/6 background were purchased from The Jackson Laboratory and used at 10 weeks of age unless otherwise stated: *Cxcl12*^DsRed^ knockin (stock no. 022458) (23), which were used in isolation or crossed with the following: *Tcr*α^-/-^ (stock no. 002116, (24), *Rag2*^-/-^(stock no. 008449) (25), *Foxn1*^Cre^ (stock no. 018448)(26) and Rosa26-stop-EYFP (stock no. 006148) (27). Control mice for experiments involving and *Tcra*^-/-^ and *Rag2*^-/-^ mice were heterozygous littermate controls. RANK^Venus^ BAC transgenic mice were generated as described previously (28). Husbandry, housing, and experimental methods involving mice were performed at the Biomedical Services Unit at the University of Birmingham in accordance with the local Ethical Review Panel and UK Home Office Regulations (Animal project Licence number P3ACFED06).

### Flow Cytometry, Cell Sorting and Antibodies

For thymic epithelial cell analysis, single cell suspensions were generated by digesting thymic lobes with collagenase dispase (2.5mg/ml, Roche) and DNase 1 (40mg/ml Roche). CD45^-^ cells were enriched by the depletion of CD45^+^ cells using anti-CD45 beads and LS columns (Miltenyi Biotec). The following antibodies were used for TEC analysis: anti-CD45 clone 30-F11 (eBioscience), anti-EpCAM1 clone G8.8 (eBioscience), anti-Ly51 clone 6C3 (Biolegend), anti-MHCII clone M5/114.15.2 (eBioscience), anti-CD80 clone 16-10A1 (Biolegend), CD104 clone 346-11A (Biolegend), and anti-MHCI 28-14-8. Biotinylated UEA-1 (Vector laboratories) was detected using streptavidin PECy7 (eBioscience). Cells were analysed using a LSR Fortessa (Becton Dickinson) with data analysis carried out using Flowjo v10 (Becton Dickinson). For cell sorting, TEC subsets were identified using the antibodies above, and isolated using a FACS Aria Fusion 1 cell sorter (Becton Dickinson).

The sorting strategy for the different TEC subsets were as follows, Cxcl12^DsRed+^ cTEC: CD45^-^EpCAM1^+^UEA1^-^Ly51^+^CXCL12^DsRed+^; CXCL12^DsRed-^ cTEC: CD45^-^EpCAM1^+^UEA1^-^Ly51^+^CXCL12^DsRed-^; mTEC^lo^: CD45^-^EpCAM1^+^UEA1^+^Ly51^-^CD80^-^MHCII^-^; mTEC^hi^: CD45^-^EpCAM1^+^UEA-1^-^Ly51^+^CD80^+^MHCII^+^; CD104^+^ mTEC^lo^, CD45^-^EpCAM1^+^UEA1^+^Ly51^-^CD80^-^MHCII^-^CD104^+^; CD104^-^ mTEC^lo^, CD45^-^EpCAM1^+^UEA1^+^Ly51^-^CD80^-^MHCII^-^CD104^-^.

### Immunohistochemistry and Confocal Microscropy

Thymus tissue from *Foxn1*^Cre^/*Rosa26*^YFP^/*Cxcl12* mice was isolated and fixed in 2% PFA (Sigma) for 2 hours, then overnight in 15% Sucrose (Sigma). Thymic lobes were frozen on dry ice, and sectioned at 7μm within 24 hours of freezing. eYFP protein in sections from *Foxn1*^Cre^/*Rosa26*^YFP^/*Cxcl12*^DsRed^ was amplified using rabbit anti-GFP (ThermoFisher) and donkey anti-rabbit 488 (ThermoFisher). Sections were counter stained with DAPI (4’,6-diamidino-2-phenylindole)(Sigma) and mounted using Prolong Diamond (ThermoFisher). Sections were imaged using Zeiss Zen 880 microscope (Zeiss) and analysis using Zeiss Zen Black (Zeiss).

### qPCR Analysis

Real-time PCR was performed as described previously(29) on a Corbett Rotor Gene-3000 PCR machine (Qiagen) using a SensiMix SYBR No ROX Kit (Meridian Bioscience-Bioline) and primers specific for *Actb* (β-actin) (Qiagen), and indicated genes of interest (Sigma-Merck). Data shown are typical of at least two independently sorted sample sets, histograms represent the mean (±SEM) of replicate reactions. Primer sequences used were:

*Foxn1*: forward 5′-*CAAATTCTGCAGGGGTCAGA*-3′ and reverse 5′-*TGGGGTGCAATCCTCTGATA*-3′;

*Cxcl12*: forward 5′-*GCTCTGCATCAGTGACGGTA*-3′ and reverse 5′-*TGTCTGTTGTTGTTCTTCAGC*-3′;

*Psmb11*: forward 5′-*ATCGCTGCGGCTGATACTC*-3′ and reverse 5′-*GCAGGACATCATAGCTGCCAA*-3′;

*Prss16*: forward 5′-*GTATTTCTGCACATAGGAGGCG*-3′ and reverse 5′-*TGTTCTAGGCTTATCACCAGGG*-3′;

*Cd83*: forward 5′-*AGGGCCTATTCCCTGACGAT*-3′ and reverse 5′-*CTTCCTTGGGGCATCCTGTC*-3′;

*Dll4*: forward 5′-*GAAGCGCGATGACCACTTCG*-3′ and reverse 5′-*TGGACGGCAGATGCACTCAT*-3′;

*Ly75*: forward 5′-*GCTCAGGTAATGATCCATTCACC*-3′ and reverse 5′-*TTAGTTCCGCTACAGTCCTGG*-3′;

*Ctsl*: forward 5′-*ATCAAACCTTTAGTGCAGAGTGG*-3′ and reverse 5 ′-*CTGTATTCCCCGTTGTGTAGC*-3′;

*Epcam1*: forward 5′-*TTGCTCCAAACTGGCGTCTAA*-3′ and reverse 5′-*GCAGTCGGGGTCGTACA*-3′;

*Aire*: forward 5′-*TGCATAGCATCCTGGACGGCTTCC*-3′ and reverse 5′-*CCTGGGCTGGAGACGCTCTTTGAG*-3′;

*Trpm5*: forward 5′-*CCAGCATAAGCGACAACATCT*-3′ and reverse 5′-*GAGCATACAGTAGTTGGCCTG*-3′;

*Ccl21a*: forward 5′-*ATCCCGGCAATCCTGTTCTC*-3′ and reverse 5′-*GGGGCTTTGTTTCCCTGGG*-3′;

*Actb* (β-actin): QuantiTect Mm *Actb* 1SG Primer Assay (Qiagen, QT00095242).

### Bulk RNA Sequencing

RNA samples were extracted using the QIagen RNAeasy kit. Libraries were prepared using the SMARTer Ultra Low Input RNA Kit for Sequencing as per manufacturer instructions and sequenced on an Illumina NovaSeq platform. Reads were trimmed for adapter contamination using Trimmomatic (version 0.36) and aligned to the mm10 mouse genome using STAR (version 2.7.3a) (30, 31). Reads were assigned to genes using HTSeq (version 0.12.4) with the option “intersection-nonempty” (32). Differentially expressed genes were identified using edgeR (FDR < 0.05) (33). Enrichment of *Foxn1* high confidence genes (18) was assessed by comparing the log_2_ fold expression for *Foxn1* high confidence genes to a control set of genes matched by expression decile using a Wilcoxon rank sum test. Sequencing data is available at the Gene Expression Omnibus GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205940. Accession number GSE205940). Gene ontology analysis was performed using clusterProfiler (34).

### Cell Conjugate Analysis

Thymocyte-TEC cell conjugate experiments were carried out using protocol adapted from Hare et al (35). In short, CD45^-^EpCAM1^+^ TEC were FACS-sorted from 10 week *Cxcl12*^DsRed^ mice and neonatal day 2 wildtype mice, and labelled with CFSE according to manufacturer instructions (ThermoFisher). A single cell suspension of WT adult thymocytes were labelled with Cell Trace Violet according to manufacturer’s instructions (ThermoFisher), and the two cell types were mixed at a 5:1 ratio (Thymocytes:TEC). The mixed suspension was then centrifuged, the supernatant removed, and the cell pellet vortexed and incubated at 37°C for 20 minutes, a timepoint that enables successful conjugate formation between WT TEC and thymocytes (35). Samples were resuspended in a volume of 200μl of PBS (Sigma), and analysed using a BD LSR Fortessa.

## Results

### Progressive Loss of *Cxcl12* Expression Identifies A Developmentally Regulated Programme of cTEC Heterogeneity

In the thymus, cTEC are classically defined as an Ly51^+^UEA1^-^ subset of EpCAM1^+^ TEC. While the functional properties of cTEC are well described, relatively little is known about the cellular and molecular interactions that control their development and potential functional heterogeneity. To investigate this, we made use of *Cxcl12*^DsRed^ reporter mice(23) in which DsRed expression identifies cells expressing *Cxcl12*, a cTEC-expressed chemokine that is an important regulator of thymocyte migration and development. Surprisingly, flow cytometric analysis of Ly51^+^UEA1^-^ cTEC from 10 week old adult *Cxcl12*^DsRed^ mice revealed striking heterogeneity with regard to DsRed expression, with the presence of distinct subsets of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC (Fig. 1A). Importantly, when FACS-purified DsRed^+^ and DsRed^-^ cTEC cells were analysed for *Cxcl12* mRNA expression by qPCR, we saw that the abundant expression of *Cxcl12* mRNA in DsRed^+^ cells was lacking in DsRed^-^ cells (Fig 1B). Thus, heterogeneity in adult cTEC described here reflects true heterogeneity in their *Cxcl12* expression, and is not merely a feature of DsRed reporter expression.

To examine cTEC heterogeneity further, we performed time-course analysis from birth up to 20 weeks of adulthood. Interestingly, we saw that cTEC from neonatal (postnatal day 1, P1) were uniformly *Cxcl12*^DsRed+^ (Fig. 1C). While the vast majority of cTEC were also Cxcl12^DsRed+^ at the 1 week stage, we detected a distinct *Cxcl12*^DsRed-^ cTEC subset at 6 weeks of life (Fig. 1C), with the proportions of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC remaining constant for the remainder of the observation period (Fig. 1C, D). Collectively, these findings identify *Cxcl12*^+^ and *Cxcl12*^-^ subsets within the bulk cTEC compartment that are ordered in their appearance during development, suggesting the cTEC compartment undergoes developmentally regulated changes that can be measured by differences in *Cxcl12* expression.

### *Cxcl12*^DsRed-^ cTEC Are Transcriptionally Distinct from Their *Cxcl12*^DsRed+^ Counterparts, And Lack *Foxn1* Expression and a FOXN1-Dependent Gene Signature

To understand the events underlying this cTEC heterogeneity, we used RNA sequencing to compare the transcriptomes of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC. Here, *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ subsets of total CD45^-^EpCAM1^+^UEA1^-^Ly51^+^ cTEC were FACS-sorted from 10 week old adult *Cxcl12*^DsRed^ reporter mice, with experiments performed in triplicate to produce 3 independent biological replicates for each subset. This approach identified 946 genes differentially expressed between DsRed^+^ and DsRed^-^ cTEC (Fig 2A). 

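Each of the 3 experiments, named A, B and C in the sample labels, gave 1 library of *Cxcl12* DsRed- cTEC and 1 of *Cxcl12* DsRed+ cTEC, 6 libraries in all from mice 10 weeks of age. The sort kept cells with EpCAM1, an epithelial surface protein, and Ly51, and left out cells with CD45, a leukocyte protein, and cells that bind UEA1, a lectin that marks mTEC. In the reporter mice the red fluorescent protein DsRed marks cells that express *Cxcl12*, and the DsRed transcript has an entry of its own among the counts. It stood at 22.3 ± 5.11 CPM (counts relative to library size; mean ± SD, n = 3) in *Cxcl12* DsRed- cTEC and at 1414 ± 605 CPM (n = 3) in *Cxcl12* DsRed+ cTEC, with every *Cxcl12* DsRed+ library above every *Cxcl12* DsRed- library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow with the pairing by experiment left aside, and p = 0.25 within the pairs, the smallest that 3 pairs allow). The authors made the libraries from poly(A) RNA with the SMARTer Ultra Low Input kit, which amplifies RNA from few cells, and sequenced them on an Illumina NovaSeq. By the methods and the submitters' processing notes, reads were trimmed with Trimmomatic 0.36, aligned to the mouse genome mm10 with STAR 2.7.3a and assigned to genes with HTSeq in its intersection-nonempty mode. The values used here are the deposited whole-number counts per gene. Counts assigned to genes ranged from 34574900 to 44969195 (median 39411518) in *Cxcl12* DsRed- cTEC and from 38875590 to 51042679 (median 47530151) in *Cxcl12* DsRed+ cTEC. Counting by strand is not stated, so reads of overlapping and antisense genes cannot be told apart, and counts of amplified reads are not counts of molecules. Counts were scaled by TMM in edgeR, and the 15576 genes that passed its filterByExpr with a minimum count of 10 were tested. Every fold change is *Cxcl12* DsRed- cTEC relative to *Cxcl12* DsRed+ cTEC, and every CPM value uses the TMM-scaled library sizes. Across the tested genes, log2 CPM correlated at 0.769 to 0.822 between the *Cxcl12* DsRed- libraries and at 0.865 to 0.923 between the *Cxcl12* DsRed+ libraries (Pearson's r across genes, which are not independent replicates). Across subsets r was 0.663 to 0.866. The *Cxcl12* DsRed- library of C correlated at 0.866, 0.840 and 0.802 with the *Cxcl12* DsRed+ libraries of A, B and C. With the *Cxcl12* DsRed- libraries of A and B it correlated at 0.822 and 0.769. The first principal component, with 44.9% of the variance, placed the *Cxcl12* DsRed- libraries of A, B and C at −106, −190 and 1.68, and the *Cxcl12* DsRed+ libraries at 78.8, 82.2 and 134. The results describe 3 independent biological replicates, while the legend of Figure 2 describes graphs of a technical triplicate of a single experiment that represents 3 individually sorted replicates, so p-values measure the spread between these 6 libraries, part of which may be technical.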

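Of the 15576 genes tested, 70 were higher and 27 were lower in *Cxcl12* DsRed- cTEC at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1840 had an unadjusted p under 0.05. With the experiment as a block in this test 73 genes passed, of which 40 were among these 97. The largest rises were in transcripts that were nearly missing from *Cxcl12* DsRed+ cTEC. *Entpd3*, which encodes an enzyme that breaks down extracellular nucleotides, stood at 41.3 ± 28.8 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC against a single count over the *Cxcl12* DsRed+ libraries, a ratio of 5968 (95% counting interval 1071 to 235754; adjusted p = 0.0319 from edgeR's quasi-likelihood test). *Serpinb7*, which encodes a serine protease inhibitor, stood at 30.8 ± 20.3 CPM in *Cxcl12* DsRed- cTEC, also against 1 count, a ratio of 4192 (95% counting interval 752 to 165637; adjusted p = 0.0357 from the same edgeR test). *Slco1a5*, an organic anion transporter gene, had a log2 fold change of 11.15 (standard error 1.23, edgeR adjusted p = 0.0357). Among the falls, *Dysf*, which encodes the membrane repair protein dysferlin, went from 40.2 ± 20.3 CPM in *Cxcl12* DsRed+ cTEC to 0.0757 ± 0.0158 CPM in *Cxcl12* DsRed- cTEC (n = 3 each; log2 fold change −8.99, standard error 0.65, edgeR adjusted p = 0.0295). *Esm1*, which encodes a proteoglycan secreted by endothelial cells, fell by 9.26 on the log2 scale (standard error 1.30, edgeR adjusted p = 0.0429). These 5 genes also passed with the experiment as a block (adjusted p of 0.0251 to 0.0451). The other 7 of the 10 largest rises, *1810046K07Rik*, *Tmem236*, *Cyp2b10*, *Gm13391*, *Gfi1b*, *Gm4952* and *Itprid1*, had an edgeR adjusted p of 0.0373 to 0.0495, and of 0.0528 to 0.120 with the block. Of the 10 largest falls, *Gm12002*, *Rbp7*, *Ssu2*, *Lrrc3b*, *Akr1c14*, *Cd93* and *Arhgef15* had an adjusted p of 0.0396 to 0.0495, and of 0.0699 to 0.115 with the block. *Gm12002* is annotated as antisense, so its reads can come from the gene on the other strand. In 1515 genes every *Cxcl12* DsRed- library was higher than every *Cxcl12* DsRed+ library and in 1451 every one was lower, 19.0% of the genes tested against the 10% that chance gives for 3 libraries against 3 if any library could stand in either subset. Within the pairs of libraries from one experiment, 35.0% of the genes had one direction in all 3 experiments, against the 25% that chance gives for 3 pairs. Without the *Cxcl12* DsRed- library of A or of B, or the *Cxcl12* DsRed+ library of A or of B, 0 genes passed edgeR's quasi-likelihood test (1316 to 1692 at an unadjusted p under 0.05, and 690 to 840 by edgeR's likelihood ratio test). Without the *Cxcl12* DsRed+ library of C 1 gene passed, and without the *Cxcl12* DsRed- library of C 131 passed.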

Much of this transcriptomic difference was driven by the lower expression of genes known to be direct targets of FOXN1 in *Cxcl12*^DsRed-^ cTEC relative to *Cxcl12*^DsRed+^ cTEC, and this correlated with the lack of expression of *Foxn1* in the former (p < 0.0001, Wilcoxon rank sum test; Fig 2B-D) (18). For example, the heatmap analysis in Figure 2D shows clear differences in expression of *Foxn1* and several of its direct targets including *Cxcl12*, *Dll4*, *Cd83*, *Ccl25*, *Ly75*, *Psmb11*, and *Prss16*. 

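*Foxn1*, which encodes the transcription factor that directs the development of thymic epithelium, was read in all 3 *Cxcl12* DsRed- libraries. It stood at 90.7 ± 41.2 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC and at 241 ± 74.5 CPM (n = 3) in *Cxcl12* DsRed+ cTEC, a log2 fold change of −1.41 (standard error 0.40, adjusted p = 0.189 from edgeR's quasi-likelihood test). Of the 8 direct FOXN1 targets that the text names (*Cxcl12*, *Dll4*, *Cd83*, *Ccl25*, *Ly75*, *Psmb11*, *Prss16* and *Ctsl*), 3 fell, none was higher and 5 did not pass, and 8 were lower when adjusted over the list alone. The median log2 fold change of the 8 was −4.05, and each was lower in every *Cxcl12* DsRed- library than in every *Cxcl12* DsRed+ library. The study named these targets for their difference between the same subsets, so their direction is not independent evidence. The *Foxn1* transcript likewise did not overlap between the subsets (two-sided exact permutation test, p = 0.1, and p = 0.25 within the pairs of libraries, with no smaller value possible in either). As a set, the 8 targets were lower than the other genes by camera with a preset inter-gene correlation of 0.01 (adjusted p = 9.5e-12 over 30 gene lists). The call was lost at an adjusted p = 0.151 with an estimated correlation (unadjusted camera p = 0.00502). By fry, which sets a list against no change and not against the other genes, the targets were lower (adjusted p = 0.0145). Of 10000 random lists of the same size, matched by decile of expression, 0 had a median as low, and 95% of their medians lay between −0.34 and 0.27. In the same libraries 23 of 24 tuft cell markers were higher in every *Cxcl12* DsRed- library, and 24 of 28 endothelial markers were higher in every *Cxcl12* DsRed+ library. By edgeR's likelihood ratio test *Foxn1* had an adjusted p of 0.0318 and all 8 targets passed, while over the alternatives tried the adjusted p of *Foxn1* ranged from 3.0e-04 to 0.701. Of their lower expression beside that of *Foxn1*, the paper states that direct FOXN1 targets drive much of the transcriptomic difference. From these and its other findings it concludes that FOXN1 is not uniformly expressed in the adult cTEC compartment and that cTEC without it explain the cells that lack its target *Cxcl12*.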

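*Prss16*, *Psmb11* and *Cxcl12* fell in *Cxcl12* DsRed- cTEC. *Prss16*, which encodes the thymus-specific serine protease, stood at 130 ± 48.5 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC and at 2959 ± 1071 CPM in *Cxcl12* DsRed+ cTEC (log2 fold change −4.51, standard error 0.43, adjusted p = 0.0319 from edgeR's quasi-likelihood test). *Psmb11*, the catalytic subunit of the thymoproteasome, stood at 27.6 ± 20.6 CPM and 698 ± 299 CPM (log2 fold change −4.66, standard error 0.63, edgeR adjusted p = 0.0413). The chemokine gene *Cxcl12*, whose reporter defined the gates, stood at 212 ± 71.7 CPM and 1194 ± 291 CPM (log2 fold change −2.50, standard error 0.32, edgeR adjusted p = 0.0391). The Notch ligand gene *Dll4* stood at 1.77 ± 1.46 CPM in *Cxcl12* DsRed- cTEC and 72.9 ± 49.5 CPM in *Cxcl12* DsRed+ cTEC (log2 fold change −5.36, standard error 1.14, edgeR adjusted p = 0.0975). *Cd83*, which encodes a surface protein that stabilizes MHC class II, stood at 6.49 ± 5.61 CPM and 248 ± 97.5 CPM (edgeR adjusted p = 0.136). The chemokine gene *Ccl25* stood at 118 ± 179 CPM and 1436 ± 710 CPM (edgeR adjusted p = 0.326), where the *Cxcl12* DsRed- library of B held 325 CPM. *Ly75*, an endocytic receptor gene, had a log2 fold change of −1.30 (standard error 0.37, edgeR adjusted p = 0.189), and *Ctsl*, the gene of the lysosomal protease cathepsin L, of −1.43 (standard error 0.30, edgeR adjusted p = 0.0956). On GRCm38 (mm10), *Foxn1* lies on chromosome 11 from 78357577 to 78386558, *Cxcl12* on chromosome 6 from 117168535 to 117181367, *Cd83* on chromosome 13 from 43784775 to 43803132, *Ly75* on chromosome 2 from 60292103 to 60383303 and *Ctsl* on chromosome 13 from 64359337 to 64370890. Of the 45 genes labelled in Figure 2D, which the study chose as different between these libraries, 9 fell, none was higher and 36 did not pass. By edgeR's likelihood ratio test 42 of the 45 were lower, and by DESeq2 43. With the experiment as a block in the quasi-likelihood test 7 were lower, by limma voom 1, and in leave-outs 0 to 5. All 45 had a negative log2 fold change (median −1.84), and 45 were lower when adjusted over the list alone, which is not independent evidence. The 9 were *Prss16*, *Cxcl12*, *Psmb11*, *Kcnn3*, *Slc46a2*, *Scn4b*, *Plekhb1*, *Ralb* and *Ndrg3*. With the experiment as a block the edgeR adjusted p was 0.0614 for *Scn4b*, 0.0574 for *Plekhb1*, 0.0934 for *Ralb* and 0.0778 for *Ndrg3*, and 0.0387 for *Tbata* and 0.0455 for *Fabp5*, which did not pass the quasi-likelihood test without the block (0.108 and 0.0923) and passed without it by edgeR's likelihood ratio test (3.5e-04 and 3.4e-04) and by DESeq2 (1.7e-06 and 2.0e-05). *Creg2* had 0 counts in the *Cxcl12* DsRed- libraries and was at least 41.5-fold lower, with a floor of 3 counts per library. The calls of *Prss16* and *Cxcl12* ended without any single library other than the *Cxcl12* DsRed- library of C, and that of *Psmb11* without any single library. Without any library other than that one, at most 1 of all genes tested passed, so those losses are not specific to these genes. In leave-outs the log2 fold change was −4.82 to −4.17 for *Prss16*, −2.78 to −2.30 for *Cxcl12* and −5.47 to −4.26 for *Psmb11*.

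**Figure D1:**
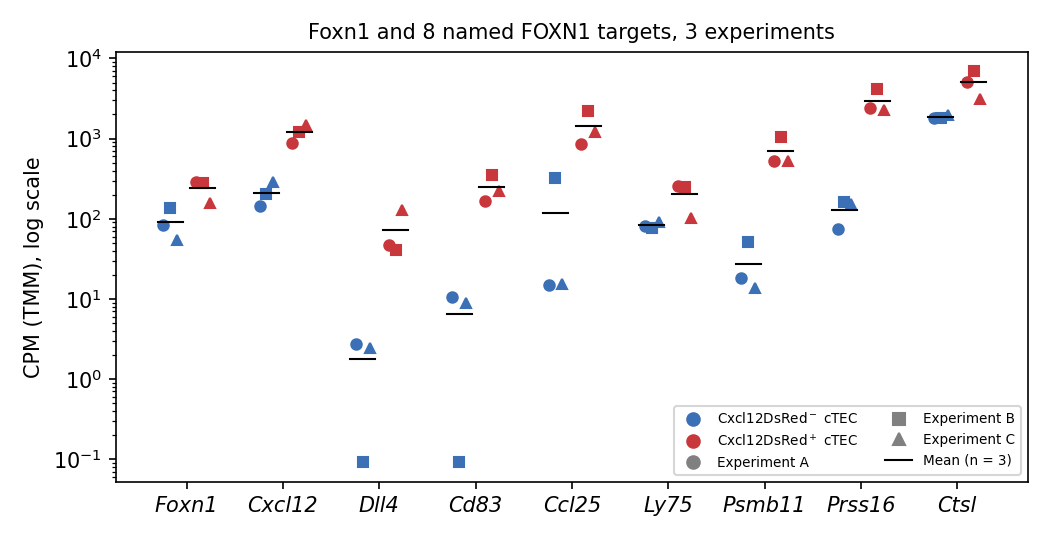
CPM of *Foxn1* and 8 named FOXN1 targets on a log axis, in *Cxcl12* DsRed- cTEC (blue) and *Cxcl12* DsRed+ cTEC (red). Each point is 1 library, its shape the experiment, and the bar is the mean of 3 libraries. The *Cxcl12* DsRed- points of all 9 genes lie below the *Cxcl12* DsRed+ points.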

Further quantitative PCR (qPCR) analyses confirmed data obtained from RNAseq experiments, including the absence of *Foxn1* transcripts in *Cxcl12*^DsRed-^ cTEC (Fig 3A), as well as the absence of transcripts encoding FOXN1 target genes that play key roles in specific stages of thymocyte development including thymocyte migration (*Cxcl12*), Notch signalling (*Dll4*), and antigen processing/presentation (*Prss16*, *Psmb11*, *Ctsl*, *Ly75*). By contrast, *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC subsets showed no reduction in levels of *Epcam1* mRNA (Fig 3A). Importantly, *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC showed comparable levels of *Enpep* expression, the gene encoding the cTEC marker Ly51 (Figure 3B). qPCR analysis showed both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC subsets lacked expression of mTEC markers, including the tuft cell marker *Trpm5*, as well as *Aire* and *Ccl21a* that were readily detectable within mTEC subsets (Figure 3C). Moreover, by crossing *Cxcl12*^DsRed^ with RANK^Venus^ reporter mice, we saw both cTEC subsets lacked expression of RANK, a key marker and regulator of mTEC (Figure 3D). These findings support the idea that *Cxcl12*^DsRed-^ Ly51^+^UEA1^-^ cells belong to the cTEC lineage, and do not contain mTEC lineage cells. 

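*Enpep*, which encodes Ly51, a glutamyl aminopeptidase and 1 of the proteins used to sort the cells, stood at 72.6 ± 1.03 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC and at 137 ± 11.9 CPM (SD, n = 3) in *Cxcl12* DsRed+ cTEC. This is a log2 fold change of −0.92 (standard error 0.17), which did not pass (adjusted p = 0.0785 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Cxcl12* DsRed- libraries were all below the *Cxcl12* DsRed+ libraries (two-sided exact permutation test, p = 0.1, and p = 0.25 within the pairs of libraries, the lowest that each can give). *Enpep* lies on chromosome 3 of GRCm38 from 129269175 to 129332720, on the minus strand. By edgeR's likelihood ratio test its adjusted p was 0.0206, and over the alternatives tried it ranged from 1.9e-04 to 0.498.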

Finally, although both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC expressed MHC class I and MHC class II, their cell surface expression levels were significantly lower on *Cxcl12*^DsRed-^ cTEC (Fig. 3E).

To examine further the nature of *Cxcl12*^DsRed-^ cTEC in relation to their *Cxcl12*^DsRed+^ counterparts, we searched for genes that were differentially expressed between the two subsets (Supp. Table 1). 

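Tuft cell and secretory epithelial genes stood higher in *Cxcl12* DsRed- cTEC. Of 24 tuft cell markers, 4 rose, none was lower and 20 did not pass (23 were higher when adjusted over the list alone), with a median log2 fold change of 5.56. *Trpm5*, the taste-pathway channel of tuft cells, stood at 200 ± 188 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC and 0.657 ± 0.725 CPM in *Cxcl12* DsRed+ cTEC (log2 fold change 8.22, standard error 1.21, adjusted p = 0.0466 from edgeR's quasi-likelihood test). *Chat*, which encodes the enzyme that makes acetylcholine, stood at 15.0 ± 11.5 CPM in *Cxcl12* DsRed- cTEC against 3 counts in *Cxcl12* DsRed+ cTEC, a ratio of 720 (95% counting interval 246 to 3493; edgeR adjusted p = 0.0374, and 0.0749 with the experiment as a block). The leukotriene pathway gene *Alox5ap* had a log2 fold change of 5.95 (standard error 0.83, edgeR adjusted p = 0.0429, and 0.0515 with the block). The tuft list stood above the other genes by camera (adjusted p = 2.5e-13, and adjusted p = 0.385 with an estimated correlation), and among the *Cxcl12* DsRed- libraries all 24 markers were highest in A. The median of the 24 was 4.33 without that library and 4.29 without experiment A. Of 20 simple and secretory epithelial markers, 4 rose and 16 did not pass (14 were higher when adjusted over the list alone; camera adjusted p = 1.6e-11, and adjusted p = 0.381 with an estimated correlation). They were the protease inhibitor genes *Wfdc2* (1329 ± 385 CPM against 50.9 ± 18.7 CPM, edgeR adjusted p = 0.0319) and *Slpi* (edgeR adjusted p = 0.0357, and 0.0528 with the block), and the tight junction genes *Cldn3* (0.0376, and 0.0778 with the block) and *Cldn7* (0.0391). *Prom1* and *Krt7* went against the list, at log2 fold changes of −1.37 and −0.20. Of 20 genes of the defence against bacteria, 4 rose (*Wfdc2*, *Slpi*, the antimicrobial lectin gene *Reg3g* and the antibody transport receptor gene *Pigr*), with 11 higher when adjusted over the list alone and a median of 3.44 (camera adjusted p = 1.3e-09, and adjusted p = 0.381 with an estimated correlation). *Reg3g* stood at 1107 ± 815 CPM in *Cxcl12* DsRed- cTEC and 3.26 ± 1.74 CPM in *Cxcl12* DsRed+ cTEC, and 1 of the 8 tissue-restricted antigen genes tested, *Reg3g* again, rose (2 with the block and 3 when adjusted over the list alone; camera adjusted p = 0.0342, and adjusted p = 0.609 with an estimated correlation). None of 9 microfold-like, 13 keratinocyte-like and 12 Aire-stage mTEC markers passed edgeR's quasi-likelihood test, where 4, 7 and 3 had an unadjusted p under 0.05. By edgeR's likelihood ratio test 4, 6 and 2 of them were higher, by DESeq2 4, 7 and 1, and by limma voom 0, and 3, 6 and 1 were higher when adjusted over the list alone. Their medians were 3.40, 2.64 and 1.70, with camera adjusted p of 0.00401, 3.4e-05 and 0.0342, and adjusted p of 0.381, 0.381 and 0.609 with an estimated correlation. The camera call of the Aire-stage list also ended without the *Cxcl12* DsRed- library of B (adjusted p = 0.535), the *Cxcl12* DsRed+ library of A (0.0697) or of C (0.238), experiment B (0.244) or experiment C (0.0540), and with a filter at a mean of 1 CPM (0.113), and that of the tissue-restricted antigen list without the *Cxcl12* DsRed- library of B (0.148), the *Cxcl12* DsRed+ library of A (0.0857) or of C (0.0820), or experiment B (0.0683). *Spink5*, a protease inhibitor gene of cornified epithelium, passed edgeR's quasi-likelihood test with the block (adjusted p = 0.0460) and not without it (0.0717), and passed without it by edgeR's likelihood ratio test (4.9e-06) and by DESeq2 (3.0e-12). Among the *Cxcl12* DsRed- libraries, 11 of the 12 Aire-stage markers were highest in B. Of 10 mTEC-low markers, which belong to immature mTEC, 0 passed edgeR's quasi-likelihood test or limma voom (1 at an unadjusted p under 0.05, 1 lower by DESeq2, 0 by edgeR's likelihood ratio test and 0 adjusted over the list alone; median 0.23, camera adjusted p = 0.467). Of 8 ciliated and neuroendocrine markers, 0 passed the quasi-likelihood test or voom (4 at an unadjusted p under 0.05, and 4 higher by edgeR's likelihood ratio test, by DESeq2 and when adjusted over the list alone), with a camera adjusted p of 0.0848, of 8.7e-04 with the block, of 0.0143 with no filter, of 2.6e-04 without the *Cxcl12* DsRed- library of C, of 4.6e-04 without experiment C, and of 0.609 with an estimated correlation. In the same *Cxcl12* DsRed- libraries the list of 17 immediate early and heat shock genes, which mark cell handling, stood higher by camera (adjusted p = 2.7e-06, and adjusted p = 0.381 with an estimated correlation; median 0.55), as did the 12 mitochondrial mRNAs, which mark RNA quality (adjusted p = 0.0125, and adjusted p = 0.652 with an estimated correlation; median 0.74), while 0 of either passed edgeR's quasi-likelihood test, its likelihood ratio test or voom (6 and 0 at an unadjusted p under 0.05, and 2 and 0 by DESeq2). The camera call of the mitochondrial list also ended without the *Cxcl12* DsRed- library of B (adjusted p = 0.589), the *Cxcl12* DsRed+ library of A (0.120) or experiment A (0.0749). The tuft and secretory calls ended without any single library other than the *Cxcl12* DsRed- library of C. In each of those leave-outs at most 1 of all genes tested passed, so the loss is not specific to these genes.

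**Figure D2:**
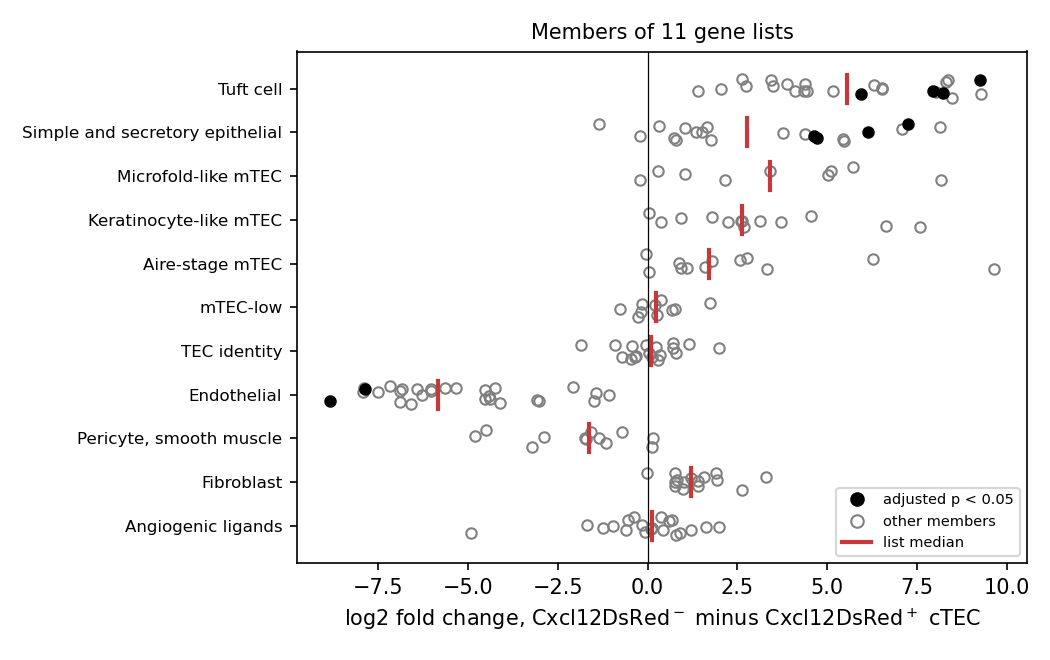
Log2 fold change of *Cxcl12* DsRed- cTEC over *Cxcl12* DsRed+ cTEC for each tested member of 11 gene lists. Each circle is 1 gene, filled where its adjusted p is under 0.05, and the red bar is the list median, which is 5.56 for tuft cell markers and 0.23 for mTEC-low markers. A gene with 0 counts in a subset is drawn at its bound from 3 counts per library.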

When we analysed the expression of cTEC marker genes (36), removing those known to be FOXN1-dependent (18), we saw the expression of cTEC marker genes in *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC subsets were similar (Figure 4A). 

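TEC identity genes outside the named FOXN1 targets stood on both sides of 0. Of 18 tested genes, listed for this purpose and not taken from the study's references, 10 had a positive and 8 a negative log2 fold change, with a median of 0.09. None passed edgeR's quasi-likelihood test or limma voom over all genes, where 6 had an unadjusted p under 0.05, and 2 were higher and 2 lower by edgeR's likelihood ratio test, by DESeq2 and when adjusted over the list alone. Those 4 were *Epcam*, the epithelial adhesion gene (197 ± 27.3 CPM in *Cxcl12* DsRed- cTEC and 89.4 ± 36.2 CPM in *Cxcl12* DsRed+ cTEC, SD, n = 3), and *Bmp4*, a growth factor gene (34.2 ± 14.2 CPM and 8.61 ± 5.27 CPM), which were higher, and *Enpep* and *Kitl*, the stem cell factor gene (26.0 ± 11.9 CPM and 93.8 ± 46.7 CPM), which were lower. Their adjusted p over the list alone was 0.0210 for *Enpep* and 0.0404 for the other 3 by edgeR's quasi-likelihood test. As a set the list did not stand apart from the other genes (limma camera adjusted p = 0.589).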

Interestingly however, gene ontology analysis pointed towards some potential differences. For example, in *Cxcl12*^DsRed+^ cTEC we saw enrichment of pathways associated with regulation of endothelial cell proliferation, angiogenesis and vascular development, while *Cxcl12*^DsRed-^ cTEC showed enrichment of other distinct pathways including and serine-type endopeptidase activity regulation of granulocyte migration (Figure 4B, C). Collectively, these data suggest that while the major difference between *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC relates to expression of *Foxn1* and a FOXN1-dependent cTEC signature, they may also harbour gene expression patterns that point towards functional differences between the two subsets.

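Endothelial genes stood lower in *Cxcl12* DsRed- cTEC, and genes listed for the pathways that the paper names mostly did not pass edgeR's quasi-likelihood test. These lists were written for this purpose and are not the paper's gene ontology sets, whose enrichment was not tested. The paper reports vascular pathways as enriched in *Cxcl12* DsRed+ cTEC, where the endothelial markers stood higher. Of 28 endothelial markers, 2 fell, none was higher and 26 did not pass (24 were lower when adjusted over the list alone), with a median log2 fold change of −5.84. They were *Emcn*, a sialomucin gene of capillary and venous endothelium (0.368 ± 0.235 CPM in *Cxcl12* DsRed- cTEC and 174 ± 215 CPM in *Cxcl12* DsRed+ cTEC, SD, n = 3; log2 fold change −8.85, standard error 1.30, adjusted p = 0.0466 from edgeR's quasi-likelihood test), and *Cd93*, which encodes a surface lectin (log2 fold change −7.86, standard error 1.05, edgeR adjusted p = 0.0396, and 0.0778 with the experiment as a block). The list stood below the other genes by camera (adjusted p = 1.8e-09, and adjusted p = 0.589 with an estimated correlation). Among the *Cxcl12* DsRed+ libraries 27 of the 28 markers were highest in C, where *Emcn* was at 422 CPM against 42.8 in A and 56.7 in B, and the median without that library was −3.99. In the same libraries the cell handling and mitochondrial lists stood higher in *Cxcl12* DsRed- cTEC by camera, with adjusted p of 2.7e-06 and 0.0125 (0.381 and 0.652 with an estimated correlation), and 14 of the 17 handling genes, like the endothelial markers, were highest in C among the *Cxcl12* DsRed+ libraries. Of 12 pericyte and smooth muscle markers 0 passed the quasi-likelihood test, voom or the adjustment over the list alone (3 at an unadjusted p under 0.05, 2 lower by edgeR's likelihood ratio test and 3 by DESeq2; median −1.65, camera adjusted p = 0.0342, and adjusted p = 0.609 with an estimated correlation, 0.0517 without the *Cxcl12* DsRed- library of A and 0.0743 without that of C). Of 15 fibroblast markers 0 passed edgeR's quasi-likelihood test or voom (3 at an unadjusted p under 0.05, 2 higher by edgeR's likelihood ratio test, by DESeq2 and when adjusted over the list alone; median 1.21, camera adjusted p = 3.2e-04, and adjusted p = 0.381 with an estimated correlation and 0.10 without the *Cxcl12* DsRed- library of C). Of 20 angiogenic ligand genes 0 passed the quasi-likelihood test, voom or the adjustment over the list alone (5 at an unadjusted p under 0.05, and 2 higher and 1 lower by edgeR's likelihood ratio test and by DESeq2; median 0.12, camera adjusted p = 0.402). *Angpt2*, an antagonist of vessel stability, stood at 0.489 ± 0.548 CPM in *Cxcl12* DsRed- cTEC and 15.1 ± 16.7 CPM in *Cxcl12* DsRed+ cTEC, and *Thbs1*, whose product restrains angiogenesis, at 323 ± 50.5 CPM and 104 ± 46.8 CPM. Of 26 serine-type endopeptidase genes 0 passed edgeR's quasi-likelihood test or voom (10 at an unadjusted p under 0.05, 7 higher by edgeR's likelihood ratio test, 6 higher and 1 lower by DESeq2). The complement gene *C2* and the membrane protease genes *Tmprss4* and *Prss27* were among the 6 higher when adjusted over the list alone, and 2 genes of the list, *Tmprss4* among them, passed over all genes with the experiment as a block (edgeR adjusted p of *Tmprss4* 0.0255, against 0.0923 without it). The list had a median of 1.30 and a camera adjusted p of 0.00563 (adjusted p = 0.381 with an estimated correlation). Of 28 granulocyte migration genes 0 passed the quasi-likelihood test or voom (9 at an unadjusted p under 0.05, 5 higher and 1 lower by edgeR's likelihood ratio test, 6 higher and 1 lower by DESeq2; camera adjusted p = 0.182, and 0.0401 without the *Cxcl12* DsRed- library of A and 0.0236 without experiment C). Adjusted over the list alone, the neutrophil chemokine gene *Cxcl3* was higher, at 723 counts against 2 (ratio 432, 95% counting interval 119 to 3575), and the cytokine gene *Il1b* was lower (log2 fold change −4.26, standard error 0.93). Of 35 extracellular matrix genes *Fbln5*, an elastic fibre gene, fell (log2 fold change −2.27, standard error 0.32, edgeR adjusted p = 0.0436, and 0.0649 with the block), 1 was higher and 1 lower when adjusted over the list alone, and the set did not stand apart (camera adjusted p = 0.233, but 0.0377 without the *Cxcl12* DsRed- library of B, 0.0491 without the *Cxcl12* DsRed+ library of A and 0.0240 without experiment A). The calls of *Emcn* and *Cd93* ended without any single library. Without the *Cxcl12* DsRed- library of C 131 genes passed. Without any other library at most 1 of all genes tested passed, so those losses are not specific to *Emcn* and *Cd93*.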

The presence of *Foxn1*^-^ cTEC in the adult thymus could occur as a result of the downregulation of FOXN1 in cells that had previously expressed FOXN1, or via the progressive emergence of a cTEC subset with no prior history of FOXN1 expression. To distinguish between these possibilities, we used a fate mapping approach to examine the history of FOXN1 expression in *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC. In adult *Foxn1*^Cre^/*Rosa26*^YFP^/*Cxcl12*^DsRed^ mice, the vast majority of both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC were *Foxn1*^Cre^ fate mapped (Fig. 5A, B), indicating both cTEC subpopulations were generated from *FOXN1* expressing cells. Confocal analysis of thymus sections from these mice demonstrated that both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ *Foxn1^Cre^*-fate mapped cells were present within thymic cortex areas (Fig 5C). Use of confocal microscopy to further examine the phenotypic properties of cortex-resident *Cxcl12*^DsRed-^ cells was unfortunately hampered by the impact of PFA fixation, required to preserve DsRed protein, on successful antibody staining. Collectively, these findings show *FOXN1* is not uniformly expressed within the adult cTEC compartment, with the presence of *FOXN1^-^* cTEC providing an explanation for the presence of those cells that lack expression of the target gene *Cxcl12*. 

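Relative to the *Cxcl12* DsRed+ cTEC library of the same experiment, each *Cxcl12* DsRed- library kept less of the transcripts of the 8 named FOXN1 targets, to very different degrees. *Dll4*, which encodes a Notch ligand that commits progenitors to the T-cell lineage (ENSMUSG00000027314, chromosome 2 of GRCm38 from 119325784 to 119335962, plus strand), was left at 5.76%, 0.223% and 1.89% of its *Cxcl12* DsRed+ level in experiments A, B and C. *Ccl25*, whose product attracts thymocyte progenitors (ENSMUSG00000023235, chromosome 8 from 4325210 to 4360020, plus strand), was left at 1.72%, 14.6% and 1.28%. *Psmb11*, which shapes the peptides that select CD8+ T-cells (ENSMUSG00000072423, chromosome 14 from 54621433 to 54629556, plus strand), was left at 3.41%, 4.91% and 2.60%. *Prss16*, linked to the selection of CD4+ T-cells (ENSMUSG00000006179, chromosome 13 from 22002173 to 22009742, minus strand), was left at 3.09%, 3.89% and 6.72%. Of the other 4 named targets, *Cd83* was left at 6.41%, 0.0257% and 3.94%, *Cxcl12* at 16.1%, 16.8% and 19.5%, *Ctsl* at 36.0%, 26.2% and 63.3%, and *Ly75* at 31.7%, 30.0% and 90.4% in A, B and C. The sorting reporter DsRed was left at 2.50%, 1.33% and 1.35%, and *Foxn1* at 28.5%, 48.9% and 34.6%. *Psmb11* and *Prss16* passed edgeR's quasi-likelihood test over all genes, and *Dll4* and *Ccl25* did not.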

Importantly, our findings also show that heterogeneity in FOXN1 expression by cTEC extends beyond differences in *Cxcl12* expression and includes the differential expression of FOXN11-controlled loci (e.g. *Dll4*, *Ccl25*, *Psmbl1*, *Prss16*) that are important in the regulation of cortical T-cell development. Despite this change in the cTEC-specific mRNA signature, *Cxcl12*^DsRed-^ cTEC continue to reside within cortical areas alongside their *Cxcl12*^DsRed+^ counterparts, where they contribute to the reticular epithelial network of the adult thymic cortex.

### Stage-Specific Thymocyte Crosstalk Regulates cTEC Heterogeneity

Signals from developing thymocytes are known to regulate the development and formation thymic microenvironments, a process termed thymic crosstalk (37, 38). Much of our understanding of this process comes from studies examining the cellular interactions that govern events in the thymus medulla. For example, crosstalk with mTEC regulates development of Aire^+^ mTEC (39, 40) and post-Aire stages (29, 41). In contrast, how thymic crosstalk signals influence the thymic cortex, and in particular how they might control the Cxcl12/Foxn1 cTEC heterogeneity described here, is unclear. To examine this specific aspect, we crossed *Cxcl12*^DsRed^ mice with *Rag2^-/-^* and *Tcra^-/-^* mice, where T-cell development is blocked at the CD4^-^CD8^-^ or CD4^+^CD8^+^ stages, respectively. Interestingly, in *Tcra^-/-^ Cxcl12*^DsRed^ mice, cTEC heterogeneity was comparable to littermate controls (Fig 6A,B), with no alterations in the proportions of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC (Fig. 6C) or the ratio of DsRed^+^:DsRed^-^ cTEC (Fig. 6D). MFI levels of DsRed in *Cxcl12*^DsRed+^ cTEC were also comparable (Fig. 6E). Thus, the appearance of *Cxcl12*^DsRed-^ cTEC occurs normally in the absence of CD4^+^ and CD8^+^ single positive thymocytes, suggesting that positive selection of CD4^+^CD8^+^ thymocytes is not essential for the generation of *Cxcl12*^DsRed^ cTEC heterogeneity. In contrast, when we performed similar analysis of *Rag2^-/-^Cxcl12*^DsRed^ mice (Fig. 6F), we saw that the proportion of *Cxcl12*^DsRed-^cTEC was decreased, with a concomitant increase in *Cxcl12*^DsRed+^ cTEC (Fig. 6G, H). This finding was accompanied by a skewing of the DsRed^+^:DsRed^-^ cTEC ratio in favour of DsRed^+^ cells (Fig 6I), with *Cxcl12*^DsRed+^ cTEC in *Rag2*^-/-^ mice also showing higher levels of DsRed compared to littermate controls (Fig 6J). These findings show that in the absence of CD4^+^CD8^+^ thymocytes, the appearance of *Cxcl12*^DsRed-^ cTEC is impaired, suggesting that maturation of CD4^-^CD8^-^ thymocytes is an important regulator of cTEC heterogeneity in the adult thymus.

The functional ability of cTEC is regulated by their expression of several key genes now known to be Foxn1 targets (18). Interestingly, a recent study (42) has shown that the formation of successful cellular interactions with thymocytes requires CXCL12 and DLL4, both of which are Foxn1 targets that are absent from *Cxcl12*^DsRed-^ cTEC. Given these differences between *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC, we wondered whether this may have functional consequences for their abilities to influence T-cell development. To investigate this, we performed a flow cytometry based cell conjugate assay where TEC-thymocyte interactions occur in a TCR-MHC independent manner (35) to compare the ability of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC to form successful TEC-thymocyte conjugates. Here, purified EpCAM1^+^ TEC were FACS-sorted from adult *Cxcl12*^DsRed^ mice, labelled with the fluorescent dye CFSE, and mixed with Cell Trace Violet labelled thymocytes at a ratio of 5:1 Thymocytes:TEC (Fig 7A). Following centrifugation and 20 minutes incubation, pellets were gently disrupted and conjugate formation was assessed by flow cytometry following gating on *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC within the total cTEC population (Fig 7B). While both *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC were capable of conjugate formation, we saw a significant decrease in conjugates formed from *Cxcl12*^DsRed-^ cTEC (Fig 7B), suggesting *Cxcl12*^DsRed-^ cTEC may be less effective than their *Cxcl12*^DsRed+^ counterparts to influence T-cell development. Interestingly, when we compared the efficiency of TEC-conjugate formation using adult *Cxcl12*^DsRed+^ cTEC and neonatal cTEC, the latter being uniformly *Cxcl12*^DsRed+^ (Fig. 1C), we found them to be equally effective in mediating thymocyte interactions (Fig. 7B). Thus, the ability of *Cxcl12*^DsRed+^ cTEC to influence cortex-dependent thymocyte development may be consistent throughout the life-course, and any changes in this process may occur as a result of the progressive emergence of *Cxcl12*^DsRed-^ cTEC.

## Discussion

Interactions between thymocytes and cTEC/mTEC populations support the intrathymic development and selection of αβT-cells. Through examination of the cTEC compartment, we identified a developmentally regulated programme of heterogeneity which occurs over the life course and is defined by loss of expression of Foxn1 and its downstream targets. While our finding that all TEC arise from Foxn1-expressing cells is consistent with previous reports (20), what causes some cTEC to downregulate Foxn1, and Foxn1 dependent genes, is not known. Importantly, while Foxn1^-^ TEC have been described previously (43–45), multiple features including their intrathymic positioning, transcriptomic profile, and intrathymic generation have remained poorly understood. Here, by identifying the gene profile of these cells, including their loss of a functionally important cTEC gene signature, we provide evidence they are transcriptionally distinct from their Foxn1-expressing counterparts. Moreover, the intrathymic positioning within the cortex of the cTEC subsets defined here, together with their regulation by CD4^-^CD8^-^ but not CD4^+^CD8^+^ thymocytes, extends our understanding of complexity of the cTEC compartment and the mechanisms that control this. Indeed, as the appearance of cTEC that lack Foxn1 and its key target genes is regulated by thymocyte crosstalk, in particular events specific to CD4^-^CD8^-^ thymocytes, it may be that early stages of T-cell development generate signals that cause loss of Foxn1, which then results in cTEC heterogeneity. Interestingly, analysis from birth up to 20 weeks of age showed that the frequency of *Cxcl12*^DsRed-^ cTEC had plateaued by around 10 weeks, which may indicate that turnover of *Cxcl12*^DsRed-^ cells takes place, rather than a process that results in their progressive accumulation during the life course.

The presence within the adult thymic cortex of cTEC that no longer express key genes regulating specific stages of thymocyte development raises multiple interesting scenarios. For example, it may be relevant to understanding progressive changes in thymus function under homeostatic conditions. Here, as both *Cxcl12* and *Dll4* are important regulators of the β-selection checkpoint. (46), absence of these genes in *Foxn1*^-^ cTEC may impact the ability of the thymus to support transition to the CD4^+^CD8^+^ stage. Also significant is that while *Psmb11*, the cTEC-specific gene encoding the thymoproteosome component β5t, is unique to cTEC (12), our data suggest that not all adult cTEC express transcripts of *Psmb11*. Thus, it may be the case that in the adult thymus, both *Psmb11*^+^ and *Psmb11*^-^ cTEC contribute to CD8^+^ SP positive selection, but they generate distinct αβTCR repertoires as a result of differences in the MHC class I bound self-peptides they can produce (thymoproteosome/β5t dependent peptides for *Cxcl12*^DsRed+^ cTEC versus non-thymoproteosome/β5t independent peptides for *Cxcl12*^DsRed-^ cTEC). Here, it is important to note that β5t-deficient mice are still able to positively select some SP8^+^ thymocytes (47), a finding that may be consistent with the scenario that cTEC lacking *Psmb11* can to contribute to SP8 generation in normal mice. Alternatively, adult *Foxn1*^-^ cTEC that lack *Psmb11* may be incapable of positive selection due to other functional defects, such as a failure to interact with CD4^+^CD8^+^ thymocytes. While it is interesting to note that *Cxcl12*^DsRed-^ cTEC express significantly lower levels of MHC class I relative to their *Cxcl12*^DsRed+^ counterparts, and form fewer cell-cell conjugates with thymocytes, further studies are required to examine the functional properties of the cTEC subsets described here. Relevant to this, our attempts to compare the functional abilities of FACS-sorted *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC from adult mice in reaggregate thymus organ cultures were unsuccessful. Here, intact 3-dimensional structures consistently failed to form when using TEC isolated from adult mice, which is in contrast to the efficient generation of intact RTOC from embryonic TEC (48, 49). The reasons for the inability of adult TEC to effectively form RTOC under conditions that support embryonic TEC reaggregation are not clear. However, it is interesting to note that early studies on the capacity of embryonic tissues to undergo effective reaggregation attributed this to their ability to undergo what was termed ‘inductive interactions’(50), which may be missing from adult TEC. Whatever the case, further studies are required to compare the functional capacity of cTEC subsets described here, which would also benefit from the creation of improved experimental systems to study adult TEC functions in vitro.

Beyond directly influencing specific stages of thymocyte development, *Cxcl12*^DsRed-^ cTEC may also play role in physically supporting the epithelial scaffold within the thymus cortex, a possibility raised recently in the context of the presence of FOXN1^-^ TEC in thymus (44). Such a possibility may be compatible with our finding that *Cxcl12*^DsRed-^ cTEC are interspersed in the cortex alongside *Cxcl12*^DsRed+^ cells. A final possibility is that alongside loss of Foxn1-mediated functional properties, *Cxcl12*^DsRed-^ cTEC acquire new functional features that are important in adult thymus cortex organisation and/or function. Again, further examination requires approaches to directly assess the functional properties of defined cTEC subsets.

In sum, we show that the Ly51^+^UEA1^-^ cTEC compartment undergoes developmentally regulated changes in its cellular makeup that are driven by interactions with the maturation of immature CD4^-^CD8^-^ thymocytes. We identify the emergence of a cTEC subset that retains its Ly51^+^UEA1^-^ phenotype and positioning within the cortex, but has ceased to express Foxn1, resulting in the lack of expression of key Foxn1 target genes that define the functional properties of cTEC. These findings demonstrate the emerging complexity of the thymic cortex, and will aid in future studies that examine the role of this intrathymic site in thymocyte development.

## Supplementary Material

Supplementary Table 1

## Figures and Tables

**Figure 1:**
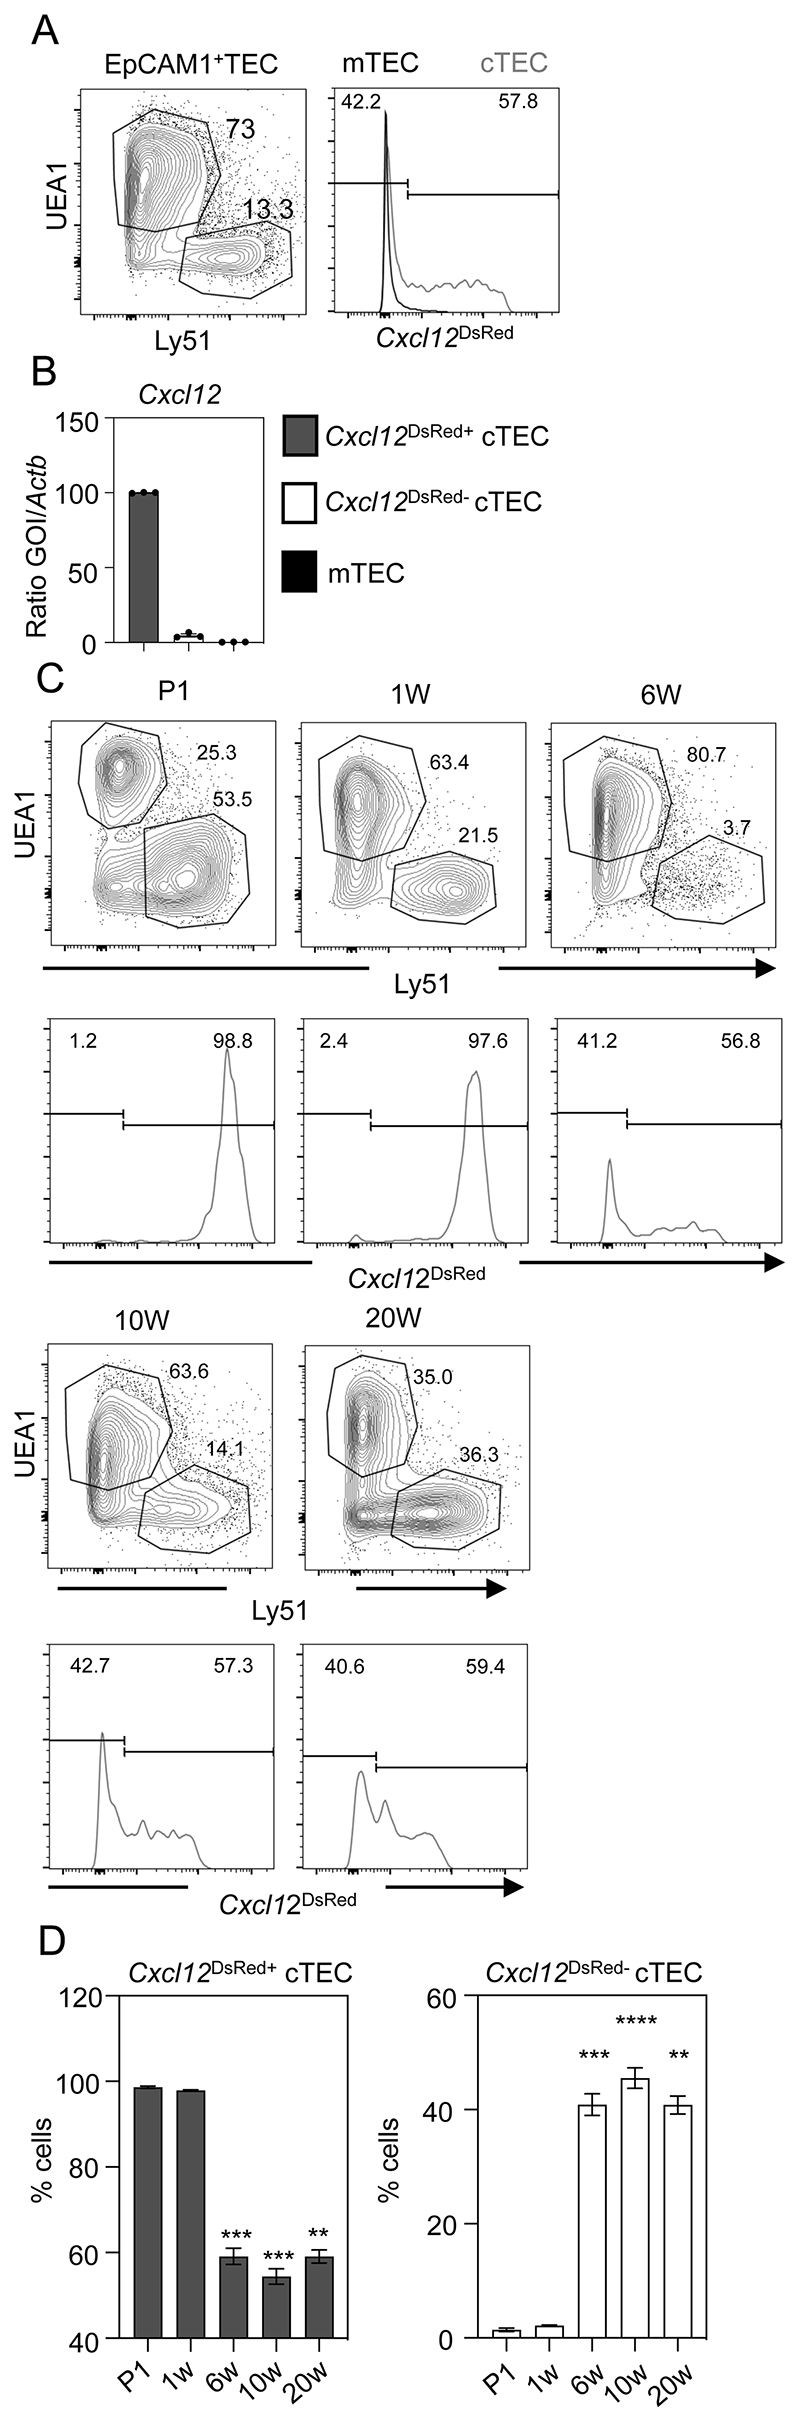
*Cxcl12* Expression Defines Developmentally Controlled Heterogeneity in cTEC. (A) Flow cytometric analysis of EpCAM1^+^CD45^-^ thymic epithelial cells (TEC) from adult 10 week *Cxcl1*2^DsRed^ mice, separated into UEA1^+^Ly51^-^ mTEC and UEA1^-^Ly51^+^ cTEC. Levels of *Cxcl12*^DsRed^ expression in cTEC (gray line) and mTEC (black line) are shown. (B) shows qPCR expression of *Cxcl12* mRNA in FACS-sorted *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC subsets, with mTEC shown for comparison. (C) shows time-course analysis of *Cxcl12*^DsRed^ expression in cTEC, identified using the gating shown, as UEA1^-^Ly51^+^ cells, from mice at indicated ages. Gates are set using mTEC as in (A). (D) shows quantitation of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC subsets. Each time point is from a minimum of n=4 mice and at least 3 separate experiments: P1 n=5, 1W n=4, 6W n=5, 10W n=9, and 20W n=6. P values are as follows and indicate the significance relative to P1, using a Mann-Whitney non-parametric test: **, P < 0.01; ***, P < 0.001; and ****, P < 0.0001. Error bars represent mean ± SEM.

**Figure 2:**
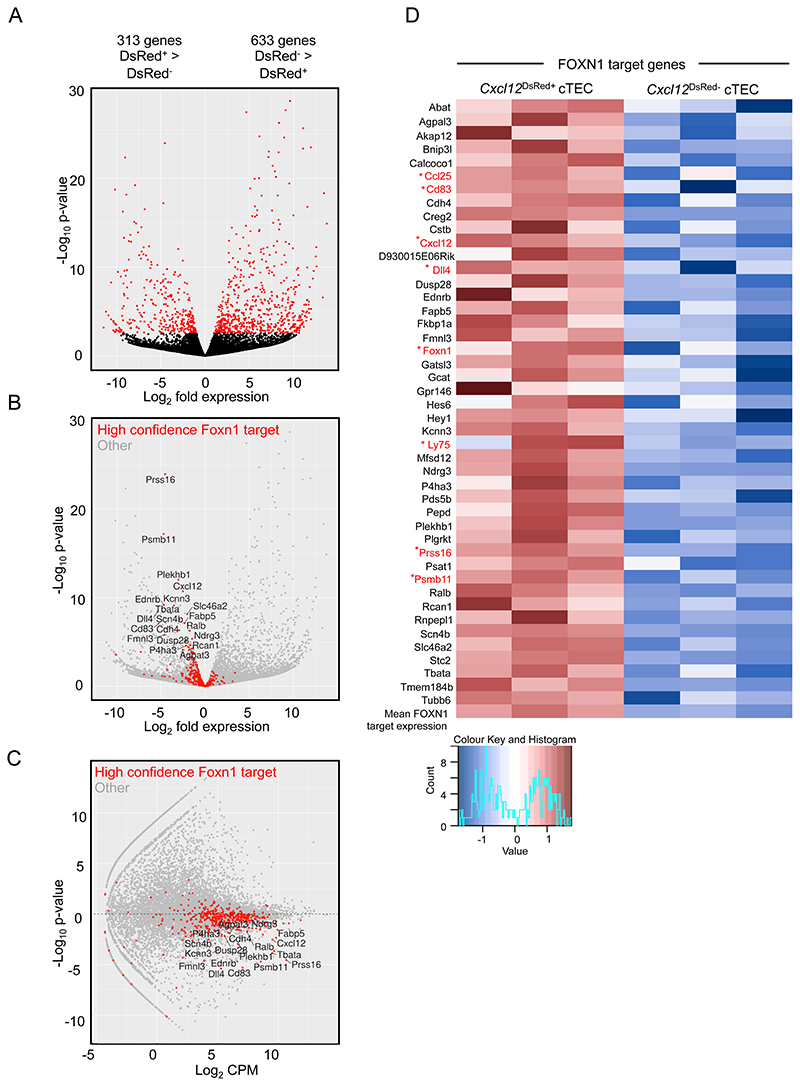
*Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC Subsets Are Transcriptionally Distinct. RNA-seq analysis of FACS-sorted *Cxcl12*^DsRed+^ and *Cxc*l*12*^DsRed-^ cTEC from 10 week *Cxcl12^DsRed^* mice. (A) shows a volcano plot of differentially expressed genes between cTEC subsets, red dots represent FDR<0.05 and black dots represent no significance. (B) shows a volcano plot of differentially expressed genes, emphasising significant FOXN1 high confidence target genes shown by red dots, with all other genes represented by grey dots. (C) shows an MA plot for all genes highlighting high confidence FOXN1 target genes in red, other genes shown in grey. Graphs show a technical triplicate of a single experiment that is representative of 3 individally sorted biological replicates. (D) shows a heatmap of significantly differentially expressed FOXN1 target genes as identified in Zuklys et al (18), and scaled mean expression of all FOXN1 target genes. Only FOXN1 targets with mean expression >1 counts per million (CPM) were included. Genes associated with cTEC phenotype/function are highlighted in red.

**Figure 3:**
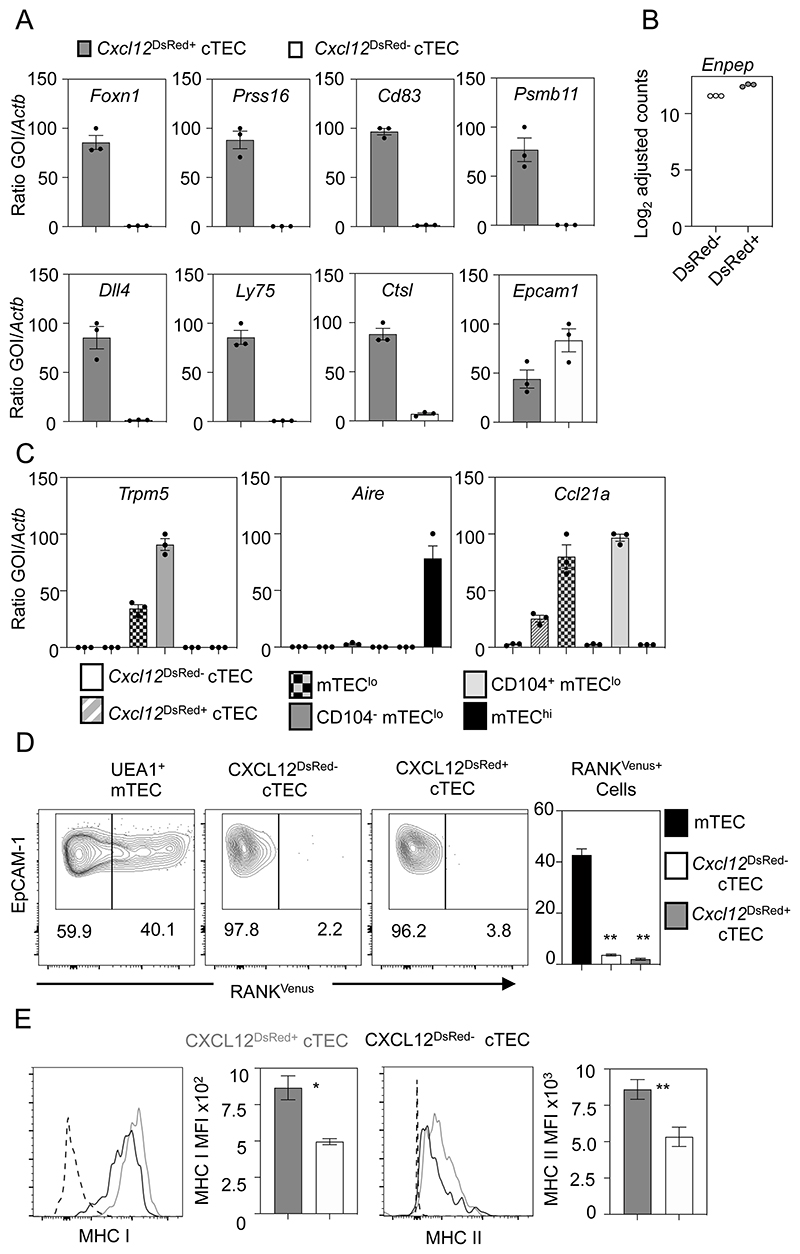
*Cxcl12^DsRed-^* cTEC Lack Expression of Foxn1 and A FOXN1 Target Gene Signature. (A) shows analysis of gene expression by qPCR in *Cxcl12*^DsRed+^ (gray bars) and *Cxcl12*^DsRed-^ (white bars) cTEC that were FACS-sorted from 10 week *Cxcl12^DsRed^* mice. (B) shows levels of expression of *Enpep* obtained from bulk RNA sequencing data in *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC. (C) shows qPCR analysis of mTEC-expressed genes *Trpm5*, *Aire* and *Ccl21a* in *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC compared to relevant mTEC subsets. For all qPCR, graphs represent of data obtained from at least 2 independentally sorted biological samples, with dots showing technical repeats. Error bars represent mean ± SEM (D) Flow cytometric analysis of RANK^Venus^ expression by total UEA1^+^ mTEC, *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC from Cxc12^DsRed^RANK^Venus^ reporter mice, n=5 from 5 separate experiments. (E) Flow cytometric analysis of indicated cell surface markers in *Cxcl12*^DsRed+^ (gray line) and *Cxcl12*^DsRed-^ (black line) cTEC from 10 week old Cxcl12^DsRed^ mice. Control staining levels obtained via omission of primary antibodies are shown as a grey line. Panel (E) also shows MFI analysis of indicated markers in *Cxcl12*^DsRed^ cTEC subsets. Data is from least 3 experiments, for MHC II n=8, and MHC I n=4. P values are as follows and indicate the significance relative to P1, using a Mann-Whitney non-parametric test: *, P < 0.05; **, P < 0.01; ***, P < 0.001; and ****, P < 0.0001. Error bars represent mean ± SEM.

**Figure 4:**
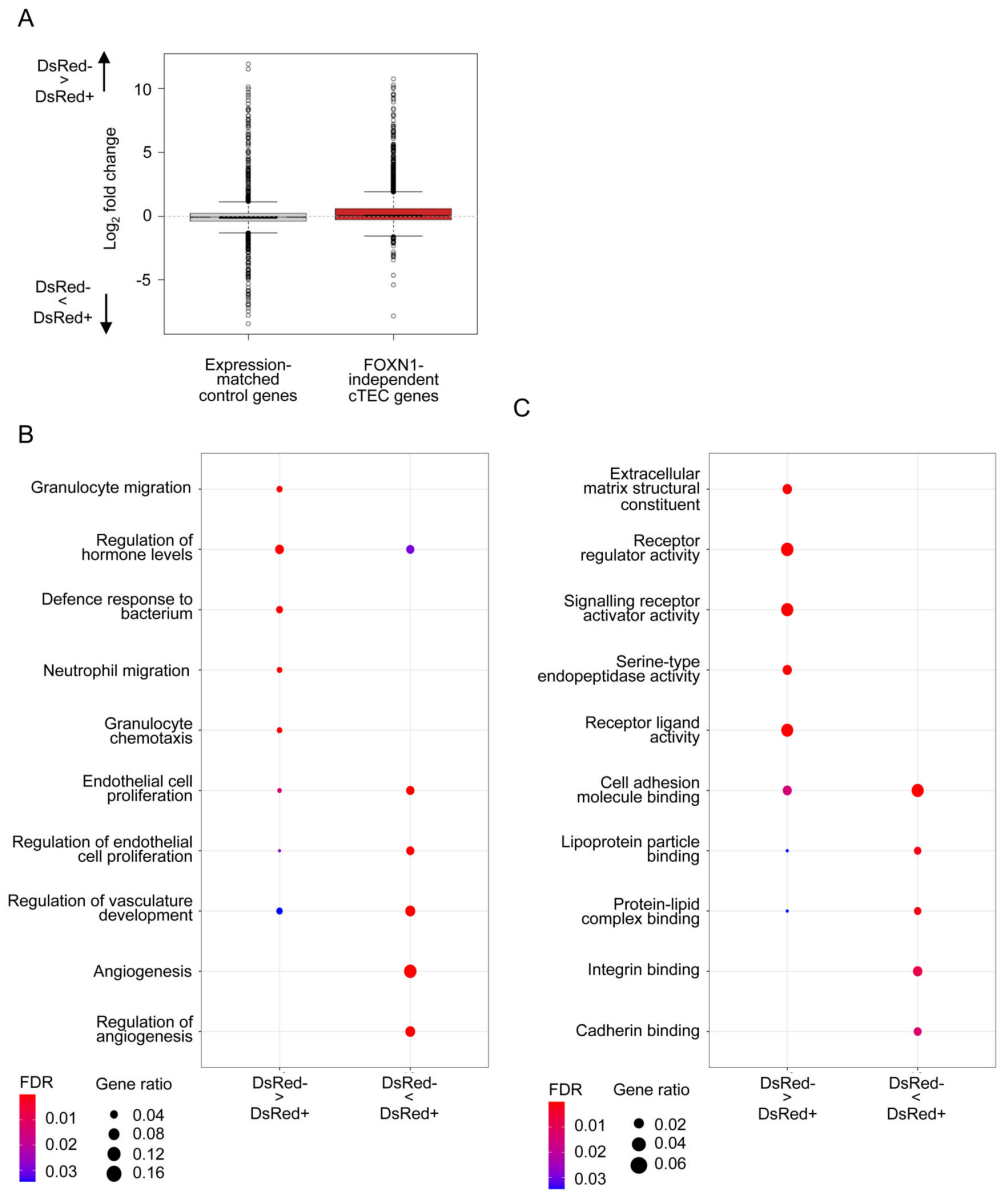
Comparative Analysis of Gene Expression In *Cxcl12*^DsRed+^ and *Cxcl12^DsRed-^* cTEC. (A) shows a boxplot of Foxn1-independent cTEC gene expression and genes matched by decile expression. cTEC marker genes were defined as those expressed more highly in perinatal or mature cTEC than other cell types in a reference dataset (36). cTEC markers that were Foxn1-enhanced (significantly upregulated or ≥0.25 log2 fold higher with increased Foxn1 (18) were removed to leave only FOXN1-independent cTEC markers. Expression of FOXN1-independent cTEC markers were similar between Cxcl12^DsRed+^ and Cxcl12^DsRed-^ cTEC. Below are shown dotplots of gene ontology analysis for biological processes (B) and molecular functions (C).

**Figure 5:**
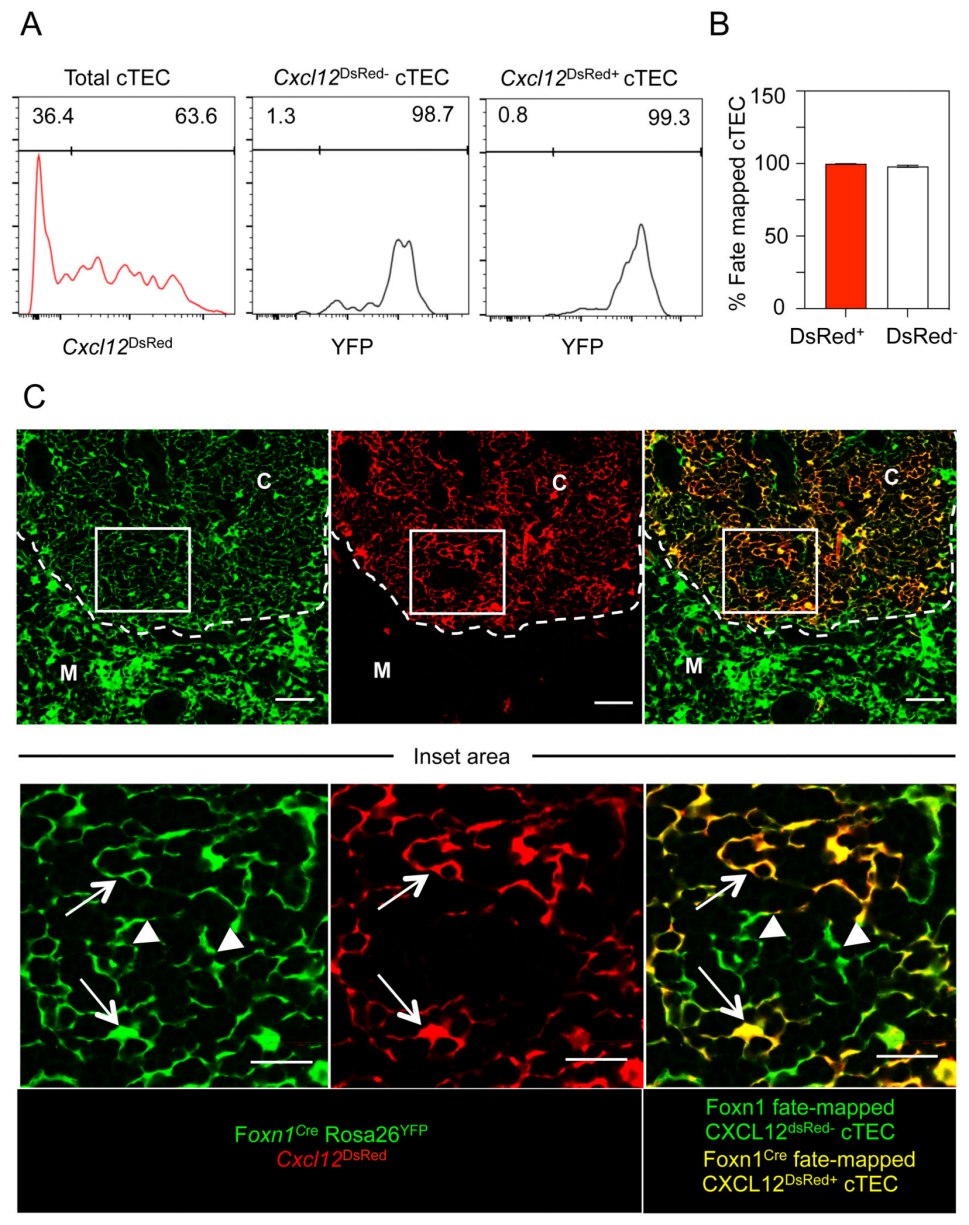
Both *Cxcl12*^DsRed+^ and *Cxcl12^DsRed-^* cTEC Are Derived From Foxn1-Expressing Cells. Panel (A) shows gating for the identification of *Cxcl12*^*DsRed*+^ and *Cxcl12*^*DsRed*-^ cTEC in 10 week old *Foxn1*^Cre^/Rosa26-YFP/*Cxcl12*^DsRed^ mice, and levels of YFP expression in these cells, where YFP indicates a history of Foxn1 expression. Gates are set following gating on YFP levels in CD45^+^ cells, where *Foxn1*^Cre^-mediated fate mapping is absent. Quantitation is shown in (B). Data is from 5 mice across 3 experiments. (C) shows confocal analysis of PFA-treated thymus sections from *Foxn1*^Cre^/Rosa26RYFP/*Cxcl12^DsRed^* mice, analyzed for expression of YFP (shown in green), DsRed (red), with co-expression appearing yellow. Upper panels are x10 magnification and show cortex (C) and medulla (M) areas defined by DAPI, dotted line is the CMJ. Scale bar denotes 50μm. The boxed area highlighted in upper panels represents an area of the cortex that is shown at x40 magnification in the image row below. Scale bar in the lower images denotes 20μm. Arrows identify *Foxn1*Cre-fate mapped YFP^+^*Cxcl12*^*DsRed*+^ cTEC, while arrowheads identify *Foxn1*Cre-fate mapped YFP^+^*Cxcl12*^*DsRed*-^ cTEC. Images are examples of 4 sections randomly chosen from 4 separate mice across 2 separate experiments.

**Figure 6:**
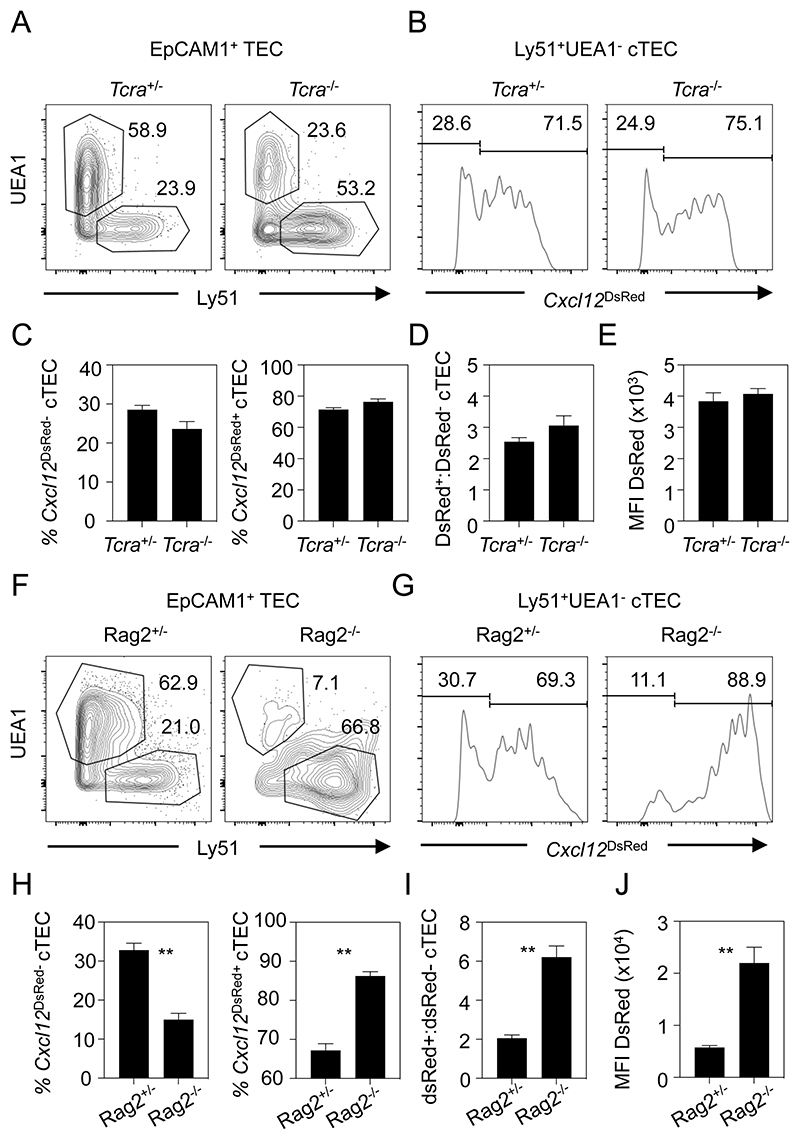
Stage-Specific Thymocyte Crosstalk Controls cTEC Heterogeneity. (A) shows identification of cTEC and mTEC in 10 week old *Cxcl12^DsRed^*/*Tcra*^-/-^ mice and *Cxcl12^DsRed^*/*Tcra*^+/-^ littermate controls, with panel (B) showing levels of *Cxcl12*^DsRed^ expression after gating on cTEC. Percentages (C) and ratios (D) of *Cxcl12*^DsRed+^ and *Cxcl12*^DsRed-^ cTEC in *Tcra*^-/-^ mice and *Tcra*^+/-^ mice are shown alongside MFI of DsRed in cTEC subsets (E). Panels (F-J) shows similar analysis of *Cxcl12*^DsRed^/*Rag2*^-/-^ mice and *Cxcl12*^DsRed^/*Rag2*^+/-^ littermate controls. All data are representative of at least 3 independent experiments, using the following numbers of mice: *Cxcl12*^DsRed^/*Tcra*^-/-^ n=12; *Cxcl12*^DsRed^/*Tcra*^+/-^ n=10; *Cxcl12*^DsRed^/*Rag2*^-/-^ n=6; *Cxcl12*^DsRed^/*Rag*^+/-^ n=6. P values indicate significance using a Mann-Whitney non-parametric test: **, P < 0.01. Error bars represent mean ± SEM.

**Figure 7:**
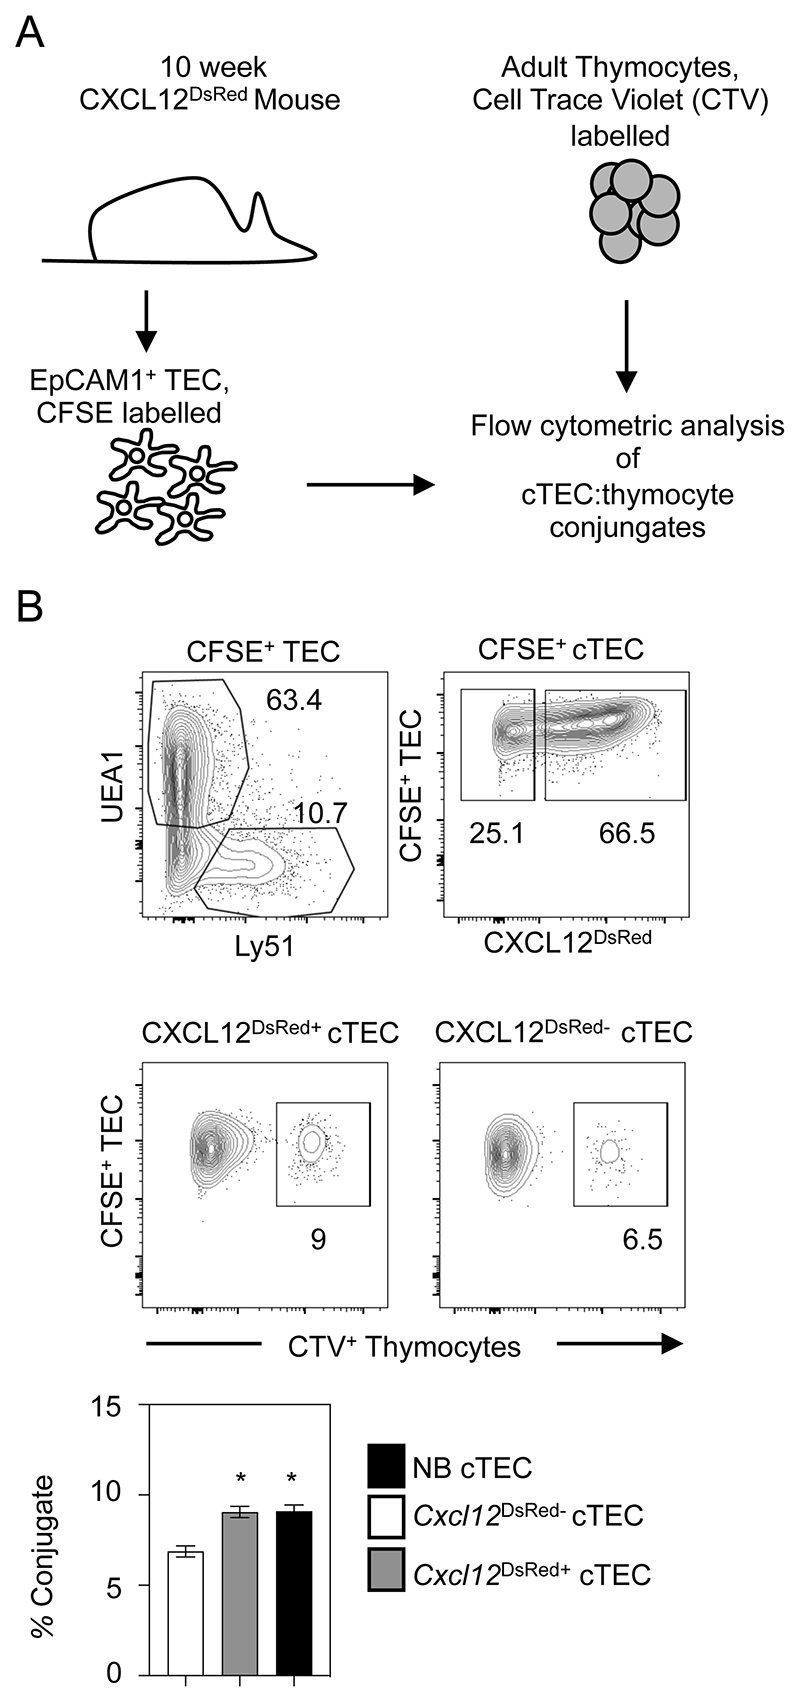
*Cxcl12^DsRed-^* cTEC Demonstrate An Impaired Capacity For Thymocyte Interactions. Panel (A) shows the experimental approach used to study cTEC:thymocyte conjugate interactions using flow cytometry. Panel (B) shows the gating approach used to compare the ability of *Cxcl12*^*DsRed*+^ and *Cxcl12*^*DsRed*-^ cTEC to form conjugates with thymocytes. Successful thymocyte/cTEC conjugates appear as CFSE^+^TEC:CTV^+^ thymocyte events within *Cxcl12DsRed*^+^ and *Cxcl12DsRed*^-^ cTEC subsets. Quantitation of cTEC:thymocyte conjugate formation is also shown in (B), with comparison of conjugate formation with *Cxcl12DsRed*^+^ cTEC (gray bar), *Cxcl12^DsRed-^* (white bar) cTEC, and neonatal cTEC (black bar). All data is representative of 4 individual experiments and 4 samples. P values indicate significance using a Mann-Whitney non-parametric test: *, P < 0.05. Error bars represent mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

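RNA was measured in 6 libraries of Ly51+UEA1- cTEC, 3 of *Cxcl12* DsRed- cTEC and 3 of *Cxcl12* DsRed+ cTEC, where each of the experiments A, B and C gave 1 library per subset. The authors trimmed the reads with Trimmomatic 0.36, aligned them to mm10 with STAR 2.7.3a and counted them per gene with HTSeq, and deposited unadjusted whole-number counts for each library. The annotation release and the use of strand in counting are not given in the sources used here. The table held 39277 entries, of which 39179 were genes, 92 were spike-in names with 0 counts, 5 were HTSeq summaries and 1 was the DsRed reporter. The spike-in, summary and reporter entries were left out of library sizes and tests. The share of reads in no gene was 5.21% to 7.82%, that of ambiguous reads 1.02% to 1.21% and that of reads aligned to several places 4.97% to 7.58%, relative to the counts in genes. Gene IDs were paired with symbols and coordinates through a GENCODE annotation of GRCm38, the genome called mm10, which held 37607 of the IDs, and IDs without a symbol took 0.180% of the counts.

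The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, library sizes were scaled by TMM, and 15576 genes were tested for *Cxcl12* DsRed- cTEC against *Cxcl12* DsRed+ cTEC with the quasi-likelihood test, a prior count of 0.125 and Benjamini-Hochberg adjustment at 0.05. The methods name edgeR at this threshold without naming the test, and Supplementary Table 1 holds a column headed LR. The alternatives were edgeR's likelihood ratio test, the experiment as a block in either test, DESeq2 1.42.0, limma 3.58.1 with voom, RLE size factors, library totals only, no filter, a mean of at least 1 CPM, a test against a 1.5-fold change, counts without the genes of other cell types, and leaving out each library and each experiment. Adjusted p-values that DESeq2 gave as not available, for 532 genes, stayed so. Depth ranged from 34574900 to 51042679 counts in genes per library, and 16715 to 18818 genes had at least 1 count. A gene with 0 counts in a subset was given a bound from a floor of 3 counts per library, and a gene with 1 to 3 counts a 95% counting interval. Floors and intervals cover counting error only, because amplified reads are not independent molecules.

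The labels give both subsets the experiments A, B and C, which were taken as pairs. The deviations of paired libraries from their subset means correlated across genes at 0.0106 in A, 0.0778 in B and 0.0716 in C, and those of unpaired libraries at −0.0948 to 0.00374. Exact permutation tests were run over all 6 libraries, which leaves the pairing aside, and within the pairs, a form added after the results were seen. No pair of libraries was a duplicate, since the chi-square per degree of freedom between libraries was 163 to 694. The quasi-likelihood test was tested on simulated data, in 5 simulations of 15576 genes with 200 changed. It recovered 32.8% of genes changed 4-fold and 92.4% of genes changed 32-fold, with 4.13% of its calls false. The likelihood ratio test recovered 57% and 98.2%, with 29.5% of its calls false. Both false shares hold for 200 changed genes. They do not give the share of false calls among the 880 genes that the likelihood ratio test called in the real libraries.

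Gene lists were written before the data were examined, for FOXN1 targets, TEC identity, antigen presentation by MHC class I and II, the Notch pathway, autophagy, the interferon response, the cell cycle, cell handling, mitochondrial mRNAs, mTEC subsets and their antigens, simple and secretory, ciliated and neuroendocrine epithelium, tuft cells, endothelium, fibroblasts, pericytes, thymocytes, myeloid cells, B cells, red cells, and the pathways that the paper names. The tests, the alternatives and the rule for named genes were fixed at the same time. The first 1998 of the 17689 rows of Supplementary Table 1 had been read by then, so those values count as seen. The rule named each gene that the paper names as measured in these subsets, the 10 largest rises and the 10 largest falls among genes that passed with a mean of at least 10 CPM in the higher subset and the same direction in all 3 experiments, the 4 members of each list with the smallest p and members that went against their list, and the genes labelled in Figure 2D. A single one of the genes selected by this rule was left out of the text and is not reported here. The 30 lists, all but the genes read from Figure 2D, were compared with the other genes by limma's camera. Camera used a preset inter-gene correlation of 0.01, with the correlation estimated as an alternative. The lists were also tested by fry, which sets each list against no change and not against the other genes. The median of the 8 named targets was set against 10000 random lists matched by decile of expression. The target list of the paper's reference 18 and gene ontology tables were not used here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3.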

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

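The tests of carryover, of mTEC, of the share of cTEC and of other cell types in the gates, and the comparison of splits that part all pairs, were chosen after the result was seen, and the splits of the libraries and the test of 1 *Cxcl12* DsRed+ library alone were not.

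The DsRed transcript, which the paper's main text does not discuss, remained in *Cxcl12* DsRed- cTEC at 2.50% of its level in *Cxcl12* DsRed+ cTEC in experiment A, the highest of the 3 experiments, while *Foxn1* remained at 28.5% or more. Carryover of *Cxcl12* DsRed+ cTEC as the whole source of the *Foxn1* reads is argued against, since it would leave both at one percentage. mTEC in the *Cxcl12* DsRed- gate cannot be told apart from *Foxn1* expression in *Cxcl12* DsRed- cTEC, because 11 of 12 Aire-stage markers and *Foxn1* were both highest in the *Cxcl12* DsRed- library of B, and 3 libraries are too few to test this. Beyond that order they part, as *Aire* stood at 0, 16.5 and 0.935 CPM in A, B and C and *Foxn1* at 83.0, 135 and 53.8 CPM, and the UEA1-Ly51+ gate should remove mTEC, but a single marker in A does not exclude mTEC without *Aire*. *Foxn1* transcripts in *Cxcl12* DsRed- cTEC themselves remain open and were not tested.

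Among markers of other epithelia, outside the genes that the paper discusses, *Chat* had a fitted log2 fold change of 9.26 over 3 counts in *Cxcl12* DsRed+ cTEC (ratio 720, 95% counting interval 246 to 3493), *Wfdc2* one of 4.71 and *Slpi* one of 4.64, each higher in 3 of 3 experiments. Their calls ended without any single library other than the *Cxcl12* DsRed- library of C. In each of those leave-outs at most 1 of all genes tested passed, so the loss is not specific to these genes. With the experiment as a block the adjusted p was 0.0749 for *Chat* and 0.0528 for *Slpi*, which ends both calls, and *Wfdc2* kept its call (0.0204). A lower share of cTEC in the *Cxcl12* DsRed- libraries would raise the markers of other cell types. The endothelial median of −5.84 (SD of its members 2.17) cannot decide this, because endothelial cells in the *Cxcl12* DsRed+ gate remain open. Other medians went both ways. They were 1.21 for fibroblast, 0.88 for myeloid and 0.90 for B cell markers, and −1.65 for pericyte, −0.64 for thymocyte and −0.83 for red cell markers. A lower share of cTEC therefore remains open. Epithelial cells of other types in the *Cxcl12* DsRed- gate cannot be told apart from expression of these genes by *Cxcl12* DsRed- cTEC themselves in libraries of pooled cells, since the 23 of 24 tuft markers that were higher in every *Cxcl12* DsRed- library (*Trpm5* at 415, 119 and 66.9 CPM in A, B and C) restate the pattern, and the UEA1-Ly51+ gate should remove mTEC. No tuft marker is in another list, *Trpm5* is the one that the study measured, and no biological explanation was tested.

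Endothelial markers, which the paper's main text does not discuss one by one, stood higher in *Cxcl12* DsRed+ cTEC, with *Cd93* at a log2 fold change of −7.86, lower in *Cxcl12* DsRed- cTEC in 3 of 3 experiments, a call that ends with the experiment as a block (adjusted p = 0.0778). A single *Cxcl12* DsRed+ library as the whole source is argued against, since without the *Cxcl12* DsRed+ library of C the median of the 28 markers was −3.99 (SD of its members 2.04). The calls of *Cd93* and *Emcn* ended without any 1 library. Except without the *Cxcl12* DsRed- library of C, at most 1 of all genes tested passed in these leave-outs. Endothelial cells in the *Cxcl12* DsRed+ gate cannot be told apart from expression by *Cxcl12* DsRed+ cTEC themselves in libraries of pooled cells, since the 24 of 28 markers that were higher in every *Cxcl12* DsRed+ library (*Emcn* at 42.8, 56.7 and 422 CPM in A, B and C) restate the pattern, and the EpCAM1+CD45- gate should remove endothelial cells. No endothelial marker is in another list. No biological explanation was tested here.

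*Fbln5*, an extracellular matrix gene that the paper's main text does not name, had a log2 fold change of −2.27, lower in *Cxcl12* DsRed- cTEC in 3 of 3 experiments. Its call ended with the experiment as a block (adjusted p = 0.0649) and without any single library other than the *Cxcl12* DsRed- library of C. In each of those leave-outs at most 1 of all genes tested passed, so that loss is not specific to *Fbln5*.

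The 6 libraries make 10 splits into 3 against 3, too few for a share under 0.05. The real split called 97 genes and the highest other split 0, so 1 of 10 splits gave as many. In this permutation of the libraries the set test of the 8 named FOXN1 targets by limma camera gave an unadjusted p of 6.36e-13 in the real split and of 0.00168 in the next, so again 1 of 10 gave a p as small. The real split put 14 gene lists past the threshold and 1 other split put 15, so 2 of 10 gave as many. That split set the *Cxcl12* DsRed- libraries of A and B with the *Cxcl12* DsRed+ library of B against the rest, so it keeps the pair of B together, and the split with the p of 0.00168 keeps the pair of C together. The 10 splits leave the pairing by experiment aside. Only 4 of them part all 3 pairs, as the real one does, and the other 3 of these called 0 genes and at most 6 lists, with a lowest unadjusted set p of 0.0136 by limma camera in this permutation, again too few for a share under 0.05.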

How the results depend on the processing

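All alternatives here were planned. The number of genes that differed, with those lower and higher in *Cxcl12* DsRed- cTEC, was 97, 27 and 70 by edgeR's quasi-likelihood test. It was 880, 330 and 550 by the likelihood ratio test, 1060, 416 and 644 by that test with the replicate block, 1081, 377 and 704 by DESeq2, 4, 1 and 3 by limma voom, and 168, 46 and 122 with no filter. Against a 1.5-fold change 13 were lower. With the replicate block 73 passed, 52 higher and 21 lower, of which 40 were among the 97. Leaving out a library or an experiment gave 0 to 131 genes, 0 to 19 lower and 0 to 112 higher (0 to 64, and 0 to 10 lower, where the count moved by over 1.5 times). *Foxn1* passed by the likelihood ratio test (−1.41), with the replicate block in it (−1.46) and by DESeq2 (−1.40), and *Enpep* likewise (−0.92, −0.91 and −0.91). *Cxcl12* did not pass by voom (−2.52) nor in 8 of the 9 leave-outs (−2.70 to −2.30, and −2.78 in the other). Set tests past the threshold went from 14 to 0 with an estimated correlation. By fry, which does not compare a list with the other genes, 1 list passed, the 8 named FOXN1 targets (adjusted p = 0.0145). Of the 8 named targets, 3 were lower, against 8 by the likelihood ratio test, 7 by it with the replicate block, 7 by DESeq2, 1 by voom and 0 to 2 in leave-outs. Of the tuft markers 4 were higher, against 22, 21, 23 and 0 by the same alternatives in that order, 12 with no filter and 0 to 9 in leave-outs. Of the endothelial markers 2 were lower, against 23, 22, 20 and 0, 6 with no filter and 0 to 2 in leave-outs.

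Log2 fold changes that changed sign were of genes that did not pass. They were *Ccl21a* (0.025 with the replicate block in either edgeR test, 0.0080 by voom, 0.044 to 0.21 in 3 leave-outs, −0.63 in the lowest), *H2-Ab1* (0.014 with the replicate block in either test, 0.0062 by voom, 0.00099 by DESeq2 and with RLE, −0.23 to 0.17 in leave-outs) and *Ighm* (0.32 with the replicate block, 0.33 with it in the likelihood ratio test, 0.11 by voom, −1.30 to 0.94 in leave-outs). The H2-Aa log2 fold change was −0.00476 with library totals and −0.19 to 0.25 in leave-outs. *Jchain* was at −1.39 by voom and −5.30 to 4.45 in leave-outs. In leave-outs alone they were *Aire* (−1.83 to 10.90), *B2m* (−0.12 to 0.30), *Cd74* (−0.24 to 0.13), *H2-DMb2* (−0.53 to 0.049), *H2-Eb1* (−0.063 to 0.32), *Hba-a1* (−3.48 to 1.70), *Hba-a2* (−3.75 to 2.22), *Hbb-bs* (−3.36 to 1.80), *Hbb-bt* (−3.93 to 1.42) and *Pdpn* (−0.052 to 0.74). The cause was not tested for any change in value or call given here. Over the 177 other named genes, 2512 of 3186 values kept direction and side of the threshold, 379 lost the call, 252 gained it and 43 changed sign. Among the named genes the replicate block ended 24 calls and added 4, and it changed no other call of a named gene. Among the set tests it put 15 lists past the threshold, the ciliated and neuroendocrine list added. Depth limits genes with 0 to 3 counts in a subset, which have bounds or wide intervals.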

Differences from the paper's values

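The paper's count of genes that differed between the subsets is 946 at FDR < 0.05 (Fig. 2A), and the count here was 97 at the same threshold by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the likelihood ratio test (880), that test with the replicate block (1060) and DESeq2 (1081) came within 1.5 times of the paper's count. The replicate block, limma voom, RLE size factors, library totals, no filter, a mean of at least 1 CPM, the test against a 1.5-fold change and each leave-out did not. The paper's Fig. 2A shows about 310 genes lower in *Cxcl12* DsRed- cTEC, read by eye, against 27 here, and about 630 higher, read by eye, against 70 here. The same 3 alternatives came within 1.5 times of them (330, 416 and 377 lower, and 550, 644 and 704 higher), and the others, with the counts without genes of other cell types, did not.

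The paper states that *Cxcl12* DsRed- cTEC lack *Foxn1*, by RNA-seq and qPCR. In these libraries *Foxn1* stood at 90.7 ± 41.2 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC, and its difference did not pass edgeR's quasi-likelihood test (adjusted p = 0.189). It passed by the likelihood ratio test (0.0318), by that test with the replicate block (3.0e-04) and by DESeq2 (0.0162), over a range of 3.0e-04 to 0.701. The paper's own Supplementary Table 1 also holds *Foxn1* reads in *Cxcl12* DsRed- cTEC, at 91.0 CPM against 250 CPM in *Cxcl12* DsRed+ cTEC with a q of 0.0105, and its log2 fold change did not differ from that here, so the contrast in level is with the word lack and with qPCR, and not with the paper's RNA-seq values. The paper states that transcripts of *Cxcl12*, *Ctsl* and *Ly75* are absent from *Cxcl12* DsRed- cTEC by qPCR, where the libraries held 212, 1874 and 83.0 CPM, all below *Cxcl12* DsRed+ cTEC. Of the targets that it names as different, *Dll4*, *Cd83*, *Ccl25*, *Ly75* and *Ctsl* did not pass the quasi-likelihood test and did pass edgeR's likelihood ratio test (adjusted p of 1.9e-04 to 0.0487, and from 4.3e-07 to 0.777 over all alternatives).

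The paper calls *Enpep* comparable between the subsets, and here its log2 fold change was −0.92, below the quasi-likelihood threshold and past it by edgeR's likelihood ratio test (adjusted p = 0.0206), by that test with the replicate block (0.0370) and by DESeq2 (1.9e-04), over a range of 1.9e-04 to 0.498. The paper's Fig. 3B shows a log2 fold change of about −1.0, read by eye, which does not differ from the value here, so the difference is with the word comparable alone. By qPCR the paper finds no *Trpm5*, *Aire* or *Ccl21a* in either subset. In these libraries *Trpm5* stood at 200 ± 188 CPM (SD, n = 3) in *Cxcl12* DsRed- cTEC and 0.657 ± 0.725 CPM in *Cxcl12* DsRed+ cTEC. In the same order *Aire* stood at 5.82 ± 9.28 and 1.66 ± 2.88 CPM, and *Ccl21a* at 5500 ± 1600 and 6232 ± 3723 CPM. Whether near-identical gene copies share the reads of *Ccl21a* was not tested. The log2 fold changes of *Trpm5* and *Aire* in the paper's Supplementary Table 1, 8.19 and 1.74, do not differ from those here, 8.22 and 1.80, so for these 2 genes the contrast lies between qPCR and RNA-seq, in the paper's own RNA-seq values too. The paper reports lower MHC class I and class II protein on *Cxcl12* DsRed- cTEC, and the transcripts of 14 class I and 12 class II genes here had median log2 fold changes of 0.07 and 0.02, where mRNA and surface protein are different measures.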

Other observations

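No test here was chosen after a result was seen, and the lists are among those written for cTEC functions and for cells that the gate could hold. Of 14 genes of MHC class I presentation, 12 of MHC class II presentation, 15 of the Notch pathway and 16 of autophagy, none passed edgeR's quasi-likelihood test or limma voom (2, 1, 3 and 2 at an unadjusted p under 0.05). By edgeR's likelihood ratio test 0 class I, 1 class II, 3 Notch and 0 autophagy genes passed, and by DESeq2 2, 1, 3 and 1. Adjusted over the list alone, 1 Notch gene (*Dll4*) was lower and no gene of the other 3 lists passed. The immunoproteasome genes *Psmb10* and *Psmb9* had log2 fold changes of −0.90 (standard error 0.22) and −0.78 (standard error 0.21), lower in 3 of 3 experiments. *Ctss*, the class II processing protease cathepsin S, had one of 3.65 (standard error 0.92), and *Lamp2*, a lysosomal membrane gene, one of −0.92 (standard error 0.22). *H2-K1* stood at 5987 ± 867 CPM in *Cxcl12* DsRed- cTEC and 4733 ± 597 CPM in *Cxcl12* DsRed+ cTEC (SD, n = 3), and the class II gene *H2-Ab1* at 13632 ± 2225 and 13687 ± 3394 CPM. The medians of the Notch and autophagy lists were −0.42 and −0.03, and none of the 4 stood apart by limma camera (adjusted p of 0.467 to 0.905).

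*Tnfrsf11a*, which encodes RANK, stood at 8.95 ± 5.87 CPM in *Cxcl12* DsRed- cTEC and 4.74 ± 1.80 CPM in *Cxcl12* DsRed+ cTEC (SD, n = 3), a log2 fold change of 0.91 (standard error 0.82, adjusted p = 0.787 from edgeR's quasi-likelihood test). *Epcam* was higher in every *Cxcl12* DsRed- library than in every *Cxcl12* DsRed+ library, with a log2 fold change of 1.14 (standard error 0.31, adjusted p = 0.168 from the same edgeR test).

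Leukocyte and red cell genes did not pass. Of 16 thymocyte, 11 myeloid and dendritic, 5 B cell and 5 red cell markers, 0 passed edgeR's quasi-likelihood test or voom (1, 3, 2 and 0 at an unadjusted p under 0.05). By edgeR's likelihood ratio test and by DESeq2 0, 3, 2 and 0 were higher, and adjusted over the list alone 0, 1, 2 and 0. The macrophage lysozyme gene *Lyz2* stood at 464 ± 338 CPM in *Cxcl12* DsRed- cTEC and 43.9 ± 32.6 CPM in *Cxcl12* DsRed+ cTEC, and the B cell gene *Vpreb3* had 1231 counts against 0, at least 155-fold higher with a floor of 3 counts per library. The medians of the 4 lists were −0.64, 0.88, 0.90 and −0.83 (limma camera adjusted p of 0.233 to 0.408, and 0.0141 for the thymocyte list without the *Cxcl12* DsRed+ library of C). Of the 16 thymocyte markers, 15 were highest in B among the *Cxcl12* DsRed+ libraries, and all 5 red cell markers were highest in C in both subsets.

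Of 16 interferon response, 19 cell cycle, 17 immediate early and heat shock, and 12 mitochondrial genes, 0 passed edgeR's quasi-likelihood test, its likelihood ratio test, voom or the adjustment over the list alone (2, 0, 6 and 0 at an unadjusted p under 0.05, and 0, 0, 2 and 0 by DESeq2). Their medians were 0.12, −0.53, 0.55 and 0.74. By limma camera the immediate early and heat shock list and the mitochondrial list stood higher (adjusted p = 2.7e-06 and 0.0125), which was lost with an estimated correlation (0.381 and 0.652), and for the mitochondrial list without the *Cxcl12* DsRed- library of B (0.589), the *Cxcl12* DsRed+ library of A (0.120) or experiment A (0.0749). The interferon and cell cycle lists had an adjusted p of 0.0921 and 0.0519, which was under 0.05 for interferon without the *Cxcl12* DsRed+ library of A (0.0181), and for the cell cycle without the *Cxcl12* DsRed- library of A (0.0401), the *Cxcl12* DsRed+ library of C (0.0177) or experiment C (0.0404), with no filter (0.0494) and with a mean of at least 1 CPM (0.0439). All 12 mitochondrial genes were highest in B among the *Cxcl12* DsRed- libraries and 11 were highest in B among the *Cxcl12* DsRed+ libraries, and 14 of the 17 immediate early and heat shock genes were highest in C among the *Cxcl12* DsRed+ libraries.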
